# Characterization and application of in situ curcumin/ZNP hydrogels for periodontitis treatment

**DOI:** 10.1186/s12903-024-04054-7

**Published:** 2024-03-28

**Authors:** Chengcheng Liu, Ying Chen, Huimin Bai, Yulong Niu, Yafei Wu

**Keywords:** Curcumin, Zinc oxide nanoparticles, *P. Gingivalis*, Bone loss

## Abstract

**Background:**

Periodontitis is a chronic inflammatory disease that occurs in tooth-supporting tissues. Controlling inflammation and alleviating periodontal tissue destruction are key factors in periodontal therapy. This study aimed to develop an in situ curcumin/zinc oxide (Cur/ZNP) hydrogel and investigate its characteristics and effectiveness in the treatment of periodontitis.

**Methods:**

Antibacterial activity and cytotoxicity assays were performed in vitro. To evaluate the effect of the in situ Cur/ZNP hydrogel on periodontitis in vivo, an experimental periodontitis model was established in Sprague‒Dawley rats via silk ligature and inoculation of the maxillary first molar with *Porphyromonas gingivalis*. After one month of in situ treatment with the hydrogel, we examined the transcriptional responses of the gingiva to the Cur/ZNP hydrogel treatment and detected the alveolar bone level as well as the expression of osteocalcin (OCN) and osteoprotegerin (OPG) in the periodontal tissues of the rats.

**Results:**

Cur/ZNPs had synergistic inhibitory effects on *P. gingivalis* and good biocompatibility. RNA sequencing of the gingiva showed that immune effector process-related genes were significantly induced by experimental periodontitis. Carcinoembryonic antigen-related cell adhesion molecule 1 (Ceacam1), which is involved in the negative regulation of bone resorption, was differentially regulated by the Cur/ZNP hydrogel but not by the Cur hydrogel or ZNP hydrogel. The Cur/ZNP hydrogel also had a stronger protective effect on alveolar bone resorption than both the Cur hydrogel and the ZNP hydrogel.

**Conclusion:**

The Cur/ZNP hydrogel effectively inhibited periodontal pathogenic bacteria and alleviated alveolar bone destruction while exhibiting favorable biocompatibility.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12903-024-04054-7.

## Background

The best method for the prevention and treatment of periodontitis is scaling and root planing (SRP), combined with effective self-performed supragingival plaque control measures [1]. SRP is considered the “gold standard” for periodontal treatment because it can be used to remove calculus and to effectively create a biologically acceptable root surface for long junctional epithelial attachment [2]. However, SRP has several drawbacks: (1) it cannot completely remove bacterial and toxin residues, and (2) it causes discomfort and bleeding [3]. Common adjuvant treatment methods, such as systemic or local application of antibiotics, also have certain deficits, including resistance to bacteria, adverse drug reactions, and drug cross-reactions [1]. Therefore, identifying new drugs and methods to assist SRP in the treatment of periodontitis is important.

Curcumin (Cur) is a hydrophobic yellow polyphenolic compound with various biological activities (e.g., antibacterial, anti-inflammatory, antioxidant, and antitumor) [4, 5]. Oral administration of Cur can relieve bone absorption caused by periodontitis and reduce the expression of interleukin-4 (IL-4) and tumor necrosis factor-α (TNF-α) in the gingiva [6, 7]. Moreover, SRP with 2% Cur gel for one month significantly reduced the probing depth (PD), bleeding index (BI), and plaque index (PLI) of patients with periodontitis [8]. Although Cur has excellent antioxidant and anti-inflammatory effects, there are urgent issues that limit its bioavailability and clinical application, such as poor solubility in water (approximately 11 ng/mL), low oral absorption (approximately 1%), rapid systemic metabolism to complexes (e.g., glucuronide and sulfate), and fast photodegradation by light [5]. Thus, different strategies for incorporating Cur in drug delivery systems, including hydrogels, nanofibers, lyotropic liquid crystal systems, and micelles, have been investigated [9–11]. Hydrogels are three-dimensional polymer network structures that can enhance the bioavailability of Cur [12]. Methylcellulose is an attractive material for the production of hydrogels. For instance, nanocellulose-reinforced chitosan hydrogels could enhance the bioavailability of Cur for absorption from the stomach and upper intestinal tract [13]. Emerging evidence has also indicated that zinc oxide nanoparticles (ZNPs) have great potential for improving the delivery and bioactivity of Cur [14]. ZNPs have also been shown to promote the expression of osteogenesis-related genes in fibroblasts and inhibit the growth of periodontal pathogens such as *P. gingivalis* and *Fusobacterium nucleatum* [15, 16]. Therefore, the synthesis of Cur/ZNP hydrogels is a promising strategy for improving the bioavailability of Cur and enhancing its role in the treatment of periodontitis. In this study, a Cur/ZNP hydrogel was synthesized to evaluate its properties, biocompatibility, and inhibitory effect on *P. gingivalis* in vitro. The effect of Cur/ZNP hydrogel injection in the periodontal pocket on periodontal destruction was also investigated using a model of experimental periodontitis.

## Methods

### Preparation of hydrogels and drug release

Methylcellulose (Sigma‒Aldrich, LLC) was slowly added to deionized water at 70 °C, after which the mixture was oscillated to form a 14% methylcellulose solution; the mixture was subsequently stored at 4 °C overnight to ensure complete wetting and removal of entrapped air bubbles, thus forming the hydrogel. A Cur hydrogel was prepared by weighing pure Cur powder with a microbalance, slowly adding Cur to the preprepared methylcellulose hydrogel, and stirring in an ice bath. Cur methylcellulose hydrogels at 1 mg/mL, 2 mg/mL, and 3 mg/mL were prepared, and then all the samples were transferred to amber bottles and stored in a freezer. A ZNP methylcellulose hydrogel was prepared by adding 25 mg, 50 mg, or 75 mg of a ZNP dispersion (40 wt %) into 10 mL of the hydrogel prepared in advance in an ice bath. The mixture was stirred evenly to prepare 1 mg/mL, 2 mg/mL, and 3 mg/mL ZNP hydrogels. A Cur/ZNP hydrogel was prepared by adding 10 mg of pure curcumin powder and 25 mg of a ZNP dispersion (40 wt %) to a 10 mL hydrogel and stirring it evenly to obtain a Cur/ZNP hydrogel at 2 mg/mL. Cur/ZNP hydrogels at 1 mg/mL and 3 mg/mL were prepared in the same way. The Cur hydrogel was yellow and translucent, the ZNP hydrogel was white and translucent, the Cur/ZNP hydrogel was yellow, and the color was darker than that of the Cur hydrogel. The injectability and fluidity of the hydrogels were evaluated at different temperatures. To test drug release in vitro, Cur hydrogel (2 mL) and ZNP hydrogel (2 mL) were placed in centrifuge tubes and slowly added to 20 mL of phosphate-buffered saline (PBS) release medium containing 0.5% Tween-80. The release system was placed in a horizontal shaker at 37 °C and 100 rpm. The upper release medium (1 mL) was removed at a specific time, and the OD_431nm_ and OD_268nm_ were determined; then, 1 mL of fresh release medium was added. During the experiment, no flocs or precipitates appeared in the release medium. Three replicates of each hydrogel were performed. The drug concentration at each time point was calculated according to the standard curve (Additional Fig. 1), and the cumulative percentage release of Cur and ZNPs was calculated according to the following formula ($${\text{E}}_{R}$$) [17]:

$${\text{E}}_{R}=\frac{{V}_{e}{\sum }_{1}^{n-1}{C}_{i}+{V}_{0}{C}_{n}}{{m}_{i}}\times 100$$

where $${m}_{i}$$is the initial dose of drug loaded in the hydrogel (mg), $${V}_{0}$$ is the total volume of release medium ($${V}_{0}$$ = 20 mL), $${V}_{e}$$ is the volume of replaced release medium ($${V}_{e}$$ = 1 mL), and $${C}_{n}$$ is the drug concentration of the n-th sample ($${V}_{e}$$ = 1 mL).

### Cells and cell culture

*P. gingivalis* ATCC 33,277 was cultured anaerobically at 37 °C in Trypticase soy broth supplemented with yeast extract (1 mg/ml), hemin (5 μg/mL) and menadione (1 μg/mL). Human oral keratinocyte-1 (HOK-1) cells were cultured in oral keratinocyte medium (ScienCell Research Laboratories, Inc.) in an incubator at 37 °C with 5% CO_2_.

### Antibacterial activity evaluation

Leaching solutions of hydrogels at different concentrations (1, 2, or 3 mg/mL) were prepared [18]. *P. gingivalis* (20 μL 10^9^ CFU/mL) and 200 μL of leaching solution were incubated anaerobically at 37 °C in a 96-well plate for 24 h, after which the OD_600nm_ was measured. To determine the influence of the hydrogels on the growth of *P. gingivalis*, 20 μL of 10^9^ CFU/mL *P. gingivalis* solution was incubated with 2 mg/mL hydrogel. The absorbance at OD_600nm_ was measured at 0, 12, 24, and 48 h.

### Scanning electron microscopy (SEM) and confocal laser scanning microscopy

*P. gingivalis* treated with each hydrogel was fixed on cover glass slides at 4 °C for 2 h in 2.5% glutaraldehyde, followed by washing with PBS buffer and gradient dehydration with alcohol and anhydrous ethanol. After sputtering with a layer of gold, the morphology of *P. gingivalis* was observed using a scanning electron microscope (Hitachi S-3400). A laser scanning microscope (Leica) was used to detect exopolysaccharides (EPSs) in *P. gingivalis*. EPSs were labeled with the tetramethylrhodamine isothiocyanate-labeled lectin concanavalin A from *Canavalia ensiformis* (TRITC-Con A; Molecular Probes, Inc., USA), and *P. gingivalis* was labeled with fluorescein isothiocyanate (FITC) [19].

### Cell cytotoxicity assay

The cytotoxicity of Cur and ZNPs on HOK-1 cells was examined using a CCK-8 assay (APExBIO Technology LLC). Briefly, 10^4^ cells were seeded in each well of a 96-well plate and cultured at 37 °C for 24 h in 5% CO_2_. The medium was replaced with 100 μL of leaching solution, and the mixture was cultured for 24 h. The medium was subsequently replaced with medium containing 10% CCK-8, the mixture was incubated at 37 °C for 1 h, and the OD_450nm_ was detected.

### Animal study design

All animal procedures were approved by the Ethics Committee of the State Key Laboratory of Oral Diseases, West China Hospital of Stomatology, Sichuan University (WCHSIRB-D-2020-438); the protocols ensured humane practices. The animal experimental study was conducted using eight-week-old male Sprague‒Dawley rats (weight, 250–300 g) purchased from Chengdu Dashuo Experimental Animal Co., Ltd. (license no. 510,109,000,176,387). The rats were randomly divided into five groups (*n* = 5 per group): (i) healthy controls (sham), (ii) experimental periodontitis (EP), (iii) experimental periodontitis treated with Cur hydrogel (Cur gel), (iv) experimental periodontitis treated with ZNP hydrogel (ZNP gel), and (v) experimental periodontitis treated with Cur/ZNP hydrogel (Cur/ZNP gel). According to the procedure and method in Additional Fig. 2, the EP was established using ligatures with 4–0 silk thread around the bilateral maxillary first molars. *P. gingivalis ATCC 33,277* (10^7^ CFU/mL) was smeared onto silk twice a week. One month after ligature placement, rats in the EP + Cur group were treated with Cur hydrogel (Dalian Meilun Biotech Co., Ltd.), those in the EP + ZNP group were treated with ZNP hydrogel (Shanghai Aladdin Biochemical Technology Co., Ltd.), and those in the EP + Cur/ZNP group were treated with Cur/ZNP hydrogel. To do so, 200 μL of each hydrogel (2 mg/mL) was injected into the periodontal pocket of the bilateral maxillary first molar once a week for one month with a blunt syringe. Hydrogels were used as a control for the sham group. Rats were excluded if rapid weight loss and mental or behavioral burnout occurred. According to the distribution of different stages in the experiment, there were corresponding records on the label outside the cage. Outcome evaluation and data analysis were carried out based on random cage units by one investigator who was blinded to the group assignments in the experiments. One month after hydrogel treatment, there was no significant difference in the body weight of the rats between the groups (Additional Table 1). All rats were anesthetized, and blood was drawn by cardiac puncture and euthanized by CO_2_ inhalation. The maxillary jaws and gingiva were then harvested.

### Periodontal destruction analyses

Maxillary jaw samples were decalcified in 10% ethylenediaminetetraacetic acid (EDTA) solution for two months before being sequentially dehydrated in ethyl alcohol at different concentrations. Finally, the tissues were processed into paraffin sections for hematoxylin and eosin (H&E) staining to facilitate the observation of the alveolar bone level (ABL) under a light microscope (DM 500; Leica). A high-resolution micro-CT system (μCT 50; SCANCO Medical AG) was used to scan the maxillary jaw samples [20].

### Immunohistochemical (IHC) staining and enzyme-linked immunosorbent assay (ELISA)

IHC staining was performed to highlight osteocalcin (OCN)-positive osteoblasts (ColofulGene Bio, Inc.) and to detect osteoprotegerin (OPG) expression (ColofulGene Bio, Inc.). The number of positive cells per square millimeter of bone marrow was observed under a light microscope and counted using Image-Pro Plus 6.0 software (Media Cybernetics, Inc.). Epicanthus venous blood was centrifuged (10 min, 2432 × *g*) at 4 °C to obtain serum. The serum levels of OCN were measured using corresponding ELISA kits (Thermo Fisher Scientific, Inc.).

### RNAseq and quantitative (q) reverse transcription (RT)-PCR

Total RNA was extracted using TRIzol® reagent (Thermo Fisher Scientific, Inc.). The TruSeq Stranded total RNA with the RiboZero Plus kit (IIlumina, San Diego, CA) was used to obtain a sequencing library from 1 μg of total RNA. Eukaryotic mRNA sequencing was performed using an Illumina NovaSeq 6000 by Shanghai Majorbio Biopharm Technology Co., Ltd. Raw gene counts with a minimum of two counts per million in at least one sample were used for downstream analyses. Differentially expressed genes were determined using the DESeq2 R package [21]. GO enrichment analysis was conducted using the GO seq package, and the results were visualized using the clusterProfiler package [22, 23]. The GO gene network and PPI network were visualized using Cytoscape [24]. All sequencing reads were deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE185147. qPCR was performed using TaqMan Real-Time PCR Master Mix (Thermo Fisher Scientific, Inc.) and TaqMan gene expression assays (Thermo Fisher Scientific, Inc., Assay IDs Rn01476373_g1 and Rn01775763_g1). The transcription of *Ceacam1* in the gingiva of rats was evaluated using the 2^−ΔΔCT^ method, with *Gapdh serving* as an internal reference.

### Statistical analysis

Analysis of variance with Tukey’s multiple comparison test was conducted using GraphPad Prism V8.0.0 (GraphPad Software, Inc.), and a *P* value < 0.05 indicated statistical significance. The values are expressed as the mean ± standard deviation.

## Results

### The structure, cumulative release rate, and biocompatibility of the Cur/ZNP hydrogels

Cur is approximately 10 μm in size, and ZNPs are particles with a diameter of approximately 10 nm (Fig. 1A). The hydrogels had a porous three-dimensional network structure with pores of approximately 10–100 μm. The loading of drugs had no effect on the microstructure of the hydrogels (Fig. 1B). The hydrogels exhibited good injectability and fluidity at 4 °C. At 20 °C, the hydrogel was injectable and fluid, but its injectivity and fluidity were weaker than those at 4 °C. At 37 °C, the hydrogel has almost no fluidity, but it can be injected. (Additional Table 2). The data obtained from in vitro drug release experiments were plotted as the cumulative percentage of drug release versus time (Fig. 1C). The cumulative release rate of Cur was approximately 50% during the first three days, at which point it gradually stabilized. After one week, the cumulative release rate reached 70% (Fig. 1C). The release rate of the ZNPs was rapid on the first day, and the cumulative release rate reached approximately 20% after one week (Fig. 1C). The CCK-8 assay results indicated that all the hydrogels (1–3 mg/mL) had no significant cytotoxic effects on HOK-1 cells (Fig. 1D).

**Fig. 1:**
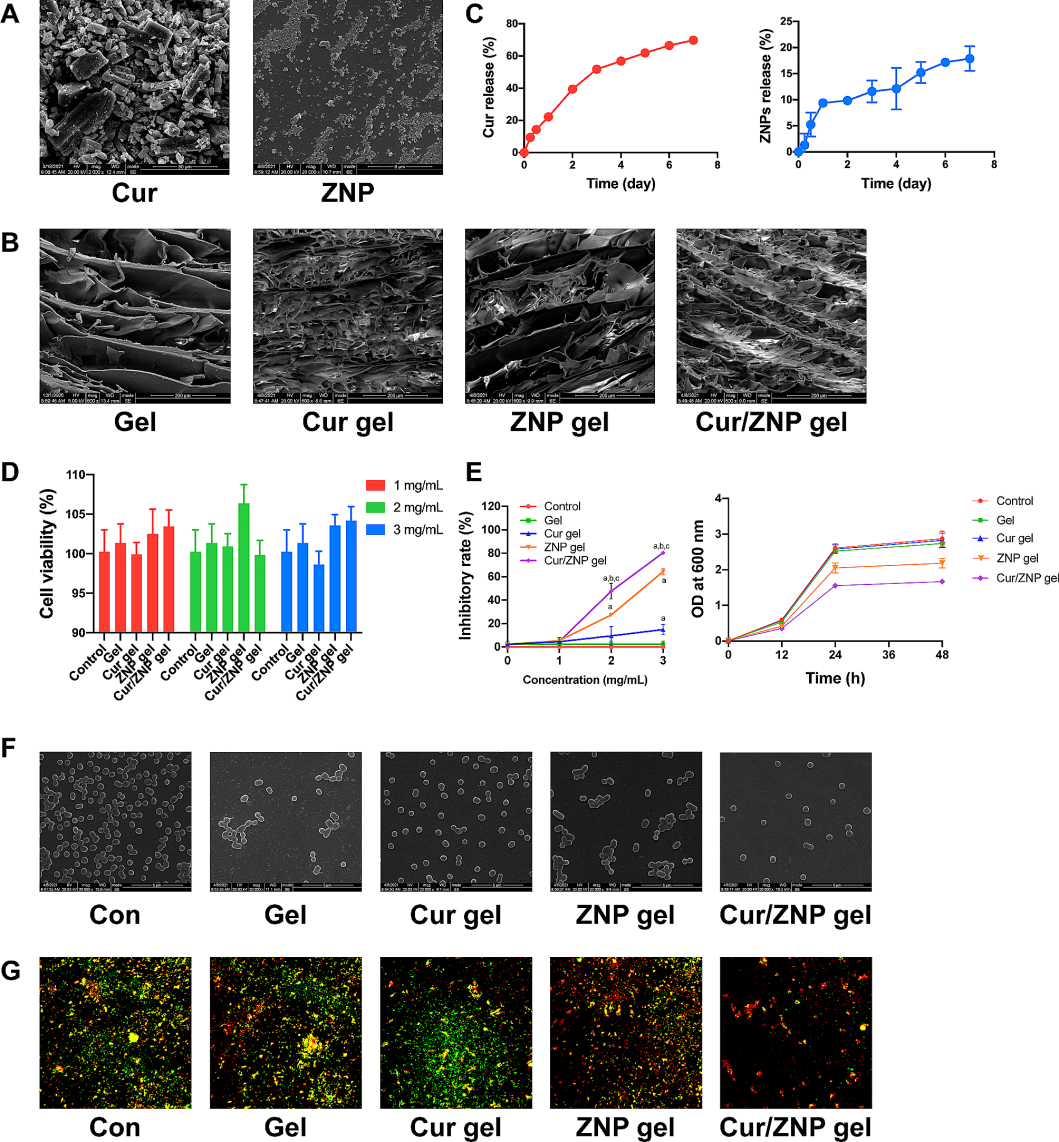
The structure of the Cur/ZNP hydrogel and its effect on *P. gingivalis*. (**A**). Representative SEM images showing the microstructures of Cur and ZNPs. (**B**). Representative SEM images showing the microstructure of the hydrogels. (**C**). Cumulative release rates of Cur and ZNPs. (**D**). The activity of HOK-1 cells after treatment with hydrogels for 24 h. (**E**). Effects of different concentrations of Cur/ZNP hydrogels on *P. gingivalis*. (**F**). Representative SEM images of *P. gingivalis* after treatment with hydrogels for 24 h. (**G**). Representative confocal laser scanning microscopy images of EPSs (red) produced by *P. gingivalis* (green). The error bars indicate the means ± standard deviations. SEM, scanning electron microscopy; Cur, curcumin; ZNP, zinc oxide nanoparticle; EPS, exopolysaccharide; HOK-1, human oral keratinocyte-1

The ***Cur/ZNP hydrogel inhibited the growth and EPS production of P. gingivalis***.

The Cur, ZNP, and Cur/ZNP hydrogels inhibited the growth of *P. gingivalis* in a concentration-dependent manner at 24 h (Fig. 1E). The Cur/ZNP hydrogel had a stronger antibacterial effect than the ZNP hydrogel alone, and the antibacterial rate of the Cur/ZNP hydrogel at 2 mg/mL was 50%. Within 48 h, the 2 mg/mL ZNP hydrogel and Cur/ZNP hydrogel had a sustained inhibitory effect on the growth of *P. gingivalis*, and the Cur/ZNP hydrogel had a stronger inhibitory effect than the ZNP hydrogel alone (Fig. 1E). The morphology of *P. gingivalis* was not influenced by the hydrogel (Fig. 1F). EPS production by *P. gingivalis* decreased after treatment with the 2 mg/mL Cur hydrogel or Cur/ZNP hydrogel (Fig. 1G).

### The Cur/ZNP hydrogel modulated the bone resorption signaling pathway in vivo

To further explore the effect of the Cur/ZNP hydrogel on the gingiva in vivo, we measured the transcriptional profile of the gingiva of the rats. 

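Gingival RNA was sequenced from 25 rats, 5 in each of the sham, EP, Cur gel, ZNP gel and Cur/ZNP gel groups, with 1 library per rat. Hydrogel was the control treatment of the sham group, and whether EP rats received hydrogel without drug is not stated. The rats are given as 8 weeks old in the methods of the paper and as 6 weeks old in the sample labels. Gels were placed weekly for 4 weeks in 200 μL volumes, starting 4 weeks after ligature. The single gels held 2 mg/mL of curcumin or zinc oxide nanoparticles whereas the combined gel held 1 mg/mL of each. The values analysed here are whole reads per Ensembl transcript (Rnor_6.0) divided by a size factor per library. Median reads per library were 53606682 in the sham group, 62227570 in EP, 64775676 in Cur gel, 65782034 in ZNP gel and 59518251 in Cur/ZNP gel. Sham 4, EP 3 and EP 4 stood apart, since genes of odorant-binding proteins and related lipocalins of nasal glands held 37.0%, 28.2% and 34.0% of their reads and at most 0.146% in any other library. Transcripts were summed per gene, and 16092 genes with a CPM of at least 2 in at least 1 library were compared with limma on log2(normalized count + 1), in 1 model of all libraries. All tests were two-sided. The comparisons, 29 lists of genes of cell types and pathways, the rule for the genes named and most alternative settings were fixed before the data were examined, with edgeR as the intended test for whole counts. A gene counts as higher or lower at an adjusted p under 0.05, and lists were tested with camera at a preset correlation of 0.01 between genes. Groups of 5 were also compared with exact permutation tests, whose smallest p is 0.00794.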

The distance of the transcriptomes corresponding to the five groups was determined by principal component analysis (PCA) (Fig. 2A). 

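Over all genes, the gel groups lay near the EP group on the axis that runs from sham to EP gingiva. On this axis 0 is the mean of the sham group and 1 the mean of the EP group. The mean score was 0.864 ± 0.192 (SD, n = 5) in the Cur gel group, 0.871 ± 0.126 in the ZNP gel group and 0.797 ± 0.04 in the Cur/ZNP gel group. The sham and EP libraries, each scored on an axis made without it, had mean scores of 0.194 ± 0.339 and 0.848 ± 0.133. The Cur/ZNP gel group differed by -0.0678 from the Cur gel group (exact permutation test, p = 0.468, adjusted p = 0.702 over 3 comparisons) and by -0.0749 from the ZNP gel group (p = 0.246, adjusted p = 0.702). The ZNP gel group differed by 0.00707 from the Cur gel group (exact p = 0.944, adjusted p = 0.944). Each difference was smaller than the SD of the single gel groups, and those from the Cur/ZNP gel group were larger than its own SD. Their signs turned under some settings: the Cur/ZNP gel group differed by 0.0133 from the Cur gel group over the genes called between EP and sham alone, and by 0.0293 from the ZNP gel group with each gene scaled to unit variance.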

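The 20 genes with the largest weights on PC1 included genes of autonomic nerve and of nasal glands at one end and 2 muscle genes at the other. Vip, a neuropeptide of autonomic nerves that widens vessels and drives gland secretion, had a loading of -0.048, and Dbh, the enzyme that makes noradrenaline, -0.042. The secreted proteins Pip and Mup4 had -0.0413 each and Obp1f, an odorant-binding protein, -0.0405, and the lowest PC1 score was that of Sham 4 (-194.7), rich in such transcripts. Glycam1, a mucin-like ligand of L-selectin, had -0.0458. At the other end stood Myh8, a myosin heavy chain of developing muscle (0.041), Mylk4, a myosin light chain kinase (0.0408), and Agbl1, a carboxypeptidase that trims glutamate from tubulin (0.0397). These genes were picked from the 20, and no list was tested on the weights. Across the 25 libraries PC1 moved with the list means of autonomic neurons (r = -0.621), nasal glands (-0.598) and skeletal muscle (0.579). The correlation was closer with B cells and plasma cells (-0.769), proliferation (-0.766), antigen presentation (-0.739), T cells and natural killer cells (-0.731), differentiated keratinocytes (0.702) and endothelium (0.688). These correlations were not tested. The autonomic neuron and nasal gland lists were chosen after the values were seen. They hold genes with large PC1 weights (Vip in the first, Pip, Mup4 and Obp1f in the second), so their correlations are partly built in. PC1 held 28.2% of the variance (jackknife error 6.27). The mean score was -85.6 ± 70.6 (SD, n = 5) in the sham group, 0.405 ± 58.3 in EP, 22.9 ± 43.0 in Cur gel, 18.9 ± 19.9 in ZNP gel and 43.5 ± 40.0 in Cur/ZNP gel. The ZNP gel and Cur/ZNP gel groups scored above the sham group (exact permutation test, p = 0.00794 for each, adjusted p = 0.0397 over 10 comparisons). In the same exact tests the EP group (p = 0.0635, adjusted p = 0.159) and the Cur gel group (p = 0.0159, adjusted p = 0.0529) did not pass against sham. Among the EP, Cur gel, ZNP gel and Cur/ZNP gel groups the adjusted p ranged from 0.413 to 0.881.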

The groups are marked with distinct colors, and the first principal component (PC1), which had the largest variance (23%), separated the sham and EP groups and treatment groups most. Interestingly, the EP group was further separated by the second principal component (PC2), for which the variance was 11%. 

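Genes of glands and of mucus were among the 20 genes with the largest weights on PC2, headed by Adam28, a metalloprotease (0.0616), and Foxa1, a transcription factor of glandular epithelium (0.0595). Muc5b, a gel-forming mucin of saliva, had a loading of 0.0527, Bpifb2, a secreted protein of the BPI fold family, 0.0514, and Tff2, a trefoil peptide that stabilizes mucus, 0.0496. Gp2, a glycoprotein of secretory granules, had 0.0502. These genes were picked from the 20, and no list was tested on the weights. The mean PC2 score was -50.4 ± 58.4 (SD, n = 5) in the sham group, 40.1 ± 40.8 in EP, 24.1 ± 17.9 in Cur gel, 17.8 ± 22.6 in ZNP gel and -31.6 ± 44.5 in Cur/ZNP gel. The component held 17.5% of the variance (jackknife error 4.32). The Cur gel group differed from sham at p = 0.00794 (exact permutation test, adjusted p = 0.0794 over 10 comparisons) and the ZNP gel group at p = 0.0317 (adjusted p = 0.0794). The EP group differed from sham at p = 0.0238 (exact permutation test, adjusted p = 0.0794) and from Cur/ZNP gel at p = 0.0317 (adjusted p = 0.0794). The Cur/ZNP gel group differed from Cur gel at p = 0.0476 (adjusted p = 0.0952) and from ZNP gel at p = 0.0635 (adjusted p = 0.106) in the same exact tests. No comparison on PC2 passed after adjustment. Across the 25 libraries PC2 moved with the mean of the salivary gland list (r = 0.846, permutation p = 1e-05, the smallest that 100000 permutations can give; Spearman rho = 0.792; r = 0.878 for deviations from group means). The relation remained without the libraries farthest out, Cur/ZNP gel 5 and Cur/ZNP gel 1 (r = 0.822).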

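Between sham and EP gingiva, several genes of skeletal muscle were higher in EP and several genes of nerve lower. The 20 genes named first are the 10 with the largest difference each way among called genes with a mean log2 CPM of at least 1 and no overlap between the groups, and no list was tested on this order. Myh8, a myosin heavy chain of developing muscle, had a mean of 113 ± 137 normalized counts in the sham group and 4426 ± 2192 in the EP group (SD, n = 5; log2 fold change 6.92, SE 1.49, adjusted p = 0.00144). The gene lies on chromosome 10, 53818818 to 53918524 in Rnor_6.0. Mylk4, a myosin light chain kinase (6.75), Smyd1, a histone methyltransferase of muscle (5.31), Myoz3, a protein of the Z-disc (5.01), and Nt5c1a, a nucleotidase that acts on AMP (5.22), rose as well. So did Gpr165 (5.92), Agbl1 (5.74), Sbk2 (5.46), Kbtbd12 (4.94) and Asb10 (4.72), with adjusted p from 0.00014 to 0.00808. Vip, a neuropeptide of autonomic nerves, fell from 20597 ± 23435 to 7.18 ± 16.1 normalized counts (log2 fold change -10.67, SE 2.38, adjusted p = 0.00181; chromosome 1, 42169501 to 42177582). Chrna3, a nicotinic receptor subunit of autonomic ganglia (-7.67), Slc5a7, the choline transporter (-7.16), and Snap25 and Syt4, proteins of vesicle release (-7.50 and -6.86), fell too. So did Scg2, a granule protein (-6.97), Nefl, the light neurofilament (-6.19), Uchl1, a ubiquitin hydrolase of neurons (-4.78), Sult4a1, a sulfotransferase of brain (-7.70), and Phox2a, a transcription factor of autonomic neurons (-4.15, adjusted p = 0.0415; up to 0.126 with single libraries left out). In the sham group these nerve transcripts came mostly from 3 rats. Vip was read at 24570, 57250 and 20910 in Sham 1, Sham 3 and Sham 4 but at 180.5 and 79.6 in Sham 2 and Sham 5. For Nefl the values were 13430, 19250 and 9673 against 172.5 and 67.8.
In all, 6057 genes differed between EP and sham, 3024 higher and 3033 lower. Without Sham 4, EP 3 and EP 4, a setting chosen after the values were seen, 4501 differed (2154 higher, 2347 lower), and Snap25, Scg2, Nefl and Phox2a no longer passed. Against sham, the Cur gel group had 6119 genes (3049 higher), the ZNP gel group 5162 (2686 higher) and the Cur/ZNP gel group 6382 (3248 higher). With limma, 0 genes differed between Cur/ZNP gel and Cur gel (1780 at an unadjusted p under 0.05), 0 between Cur/ZNP gel and ZNP gel (818) and 0 between ZNP gel and Cur gel (183). Against EP, limma called 0 genes in Cur gel (284 at an unadjusted p under 0.05) and 0 in Cur/ZNP gel (2054). Between ZNP gel and EP 1 gene differed, Nr1d1, a clock repressor also called REV-ERBα (log2 fold change -1.14, SE 0.183, adjusted p = 0.0449). It was named after its values were seen, and its call ended in 8 of 10 fits that left out 1 library (adjusted p from 0.0321 to 0.271). edgeR called 0 genes in these comparisons (ZNP gel against Cur gel was not run). DESeq2 called 5 between Cur/ZNP gel and Cur gel and 24 between Cur/ZNP gel and ZNP gel. Against EP it called 82 in Cur gel, 63 in ZNP gel and 205 in Cur/ZNP gel. A single library held over 80% of the value of the higher group in 17 of the 24 DESeq2 calls between Cur/ZNP gel and ZNP gel and in 2 of the 5 between Cur/ZNP gel and Cur gel. Against EP this was so in 10 of 82 in Cur gel, 6 of 63 in ZNP gel and 26 of 205 in Cur/ZNP gel.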

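In each of the 8 clusters of differing genes the mean of the sham group lay farthest from 0, which follows from the choice of genes that differ from sham. In 2 of the clusters all sham rats lay apart from all other rats. Proliferation genes gathered where sham was highest and collagen genes where Cur/ZNP gel was highest. Of 19 tested proliferation genes, 10 lay in a cluster of 1161 genes with a mean standardized value of 1.26 in sham, -0.468 in EP and -0.266 in Cur/ZNP gel. Another 6 lay in a cluster of 705 genes (1.15 in sham, -0.189 in EP). Of 15 skeletal muscle genes, 11 lay in a cluster of 987 genes that went from -1.19 in sham to 0.311 in EP and 0.529 in Cur/ZNP gel. A cluster of 845 genes was lowest in sham (-1.08), near 0 in EP (-0.056) and highest in Cur/ZNP gel (0.823). It held 13 of 23 collagen and fibroblast genes, 5 of 11 mast cell genes and 5 of 9 adipocyte genes. Its mirror, a cluster of 803 genes, went from 1.06 in sham to -0.823 in Cur/ZNP gel and held 4 of 19 osteoblast genes, while 3, 3 and 2 others lay in the clusters of 1554, 1161 and 845 genes. Complement genes lay in both the cluster of 845 genes (7 of 22) and one of 876 genes (4 of 22), which was highest in Cur gel (0.637). The clustering took 8476 genes called in at least 1 of 10 pairwise comparisons, of which 1 was called in a comparison without the sham group. Since the genes were picked by these comparisons, the cluster means are no separate test of a difference between gels.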

*K*-means clustering of the differentially expressed genes (DEGs) involved in the different treatments revealed that eight large clusters were induced or suppressed (Fig. 2B and C). Gene Ontology (GO) analysis revealed that DEGs between the sham and EP groups were significantly enriched in the following GO terms: immune effector process, positive regulation of cellular component movement, and regulation of defense response (Fig. 2D). 

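Some complement genes were higher in EP gingiva, and genes of other immune functions moved in both directions. Of 22 complement genes tested, 5 were higher in EP than in sham and 0 lower (5 higher adjusted over the list alone). C6 and C7 are parts of the membrane attack complex (log2 fold change 2.34, SE 0.469, adjusted p = 0.000861 and 2.61, SE 0.578, adjusted p = 0.00174). Also among the 5 were C4b, of the classical pathway (1.15, SE 0.35, adjusted p = 0.0132), and C3ar1, the C3a receptor (1.24, SE 0.402, adjusted p = 0.019). The call of C3ar1 was not examined with single libraries left out. The list was shifted upward (camera, adjusted p = 0.036; adjusted p = 0.945 with an estimated correlation), but not without Sham 2 (0.0982), Sham 3 (0.128) or EP 3 (0.0902). Nor was it shifted with a replicate block (adjusted p = 0.0524) or with the gland epithelium covariate, chosen after the values were seen (adjusted p = 0.0746). Of 28 genes of immune effector signaling 3 were higher and 1 lower. Tlr8 (1.18, SE 0.337, adjusted p = 0.00938), Myd88, the adaptor of Toll-like receptors (0.27, SE 0.0878, adjusted p = 0.0191), and Tlr4, the lipopolysaccharide receptor (0.50, SE 0.196, adjusted p = 0.0472), rose. Cd40, a costimulatory receptor, fell (-1.20, SE 0.443, adjusted p = 0.0368). Adjusted over the list alone 0 were higher and 0 lower (4 at an unadjusted p under 0.05 by limma), and the calls of Myd88, Tlr4 and Cd40 ended when single libraries were left out (largest adjusted p = 0.0667, 0.117 and 0.137). The list was not shifted (camera, adjusted p = 0.704).
Of 24 genes of leukocyte migration, Itga4, the α4 integrin, was higher (1.68, SE 0.382, adjusted p = 0.00212) and Icam1, an endothelial adhesion molecule, lower (-0.70, SE 0.176, adjusted p = 0.00412). The counts were the same adjusted over the list alone (camera, adjusted p = 0.775). Of 26 cytokine and chemokine genes, Il1a was higher (1.17, SE 0.443, adjusted p = 0.0426) and the chemokines Ccl7 (-1.40, SE 0.516, adjusted p = 0.037) and Ccl19 (-3.10, SE 1.22, adjusted p = 0.0496) were lower. Adjusted over the list alone 0 passed (4 at an unadjusted p under 0.05 by limma), and each of the 3 calls ended when single libraries were left out (largest adjusted p = 0.118, 0.121 and 0.152; camera for the list, adjusted p = 0.796). Il1b (0.65, adjusted p = 0.574) and Tnf (-0.38, adjusted p = 0.726), both proinflammatory cytokines, and Mmp9, a gelatinase of neutrophils (-0.45, adjusted p = 0.732), did not pass. Proliferation genes fell, with 0 of 19 higher and 16 lower (16 adjusted over the list alone). They include Ube2c, which helps end mitosis (-2.21, SE 0.3, adjusted p = 9.16e-05), Aurka, a spindle kinase (-1.38, SE 0.203, adjusted p = 0.000127), and Top2a, which untangles DNA (-1.61, SE 0.266, adjusted p = 0.000256). Camera gave adjusted p = 3.05e-08 for the list (adjusted p = 0.805 with an estimated correlation). All 5 erythrocyte genes tested rose (5 adjusted over the list alone), such as Hbb, a globin (2.31, SE 0.365, adjusted p = 0.000197), and Alas2, of heme synthesis (3.28, SE 0.741, adjusted p = 0.00197). The list was shifted (camera, adjusted p = 0.00154; adjusted p = 0.805 with an estimated correlation). Of 15 skeletal muscle genes 10 rose (13 adjusted over the list alone), such as Actn2, of the Z-disc (3.97, SE 1.26, adjusted p = 0.0169), and Acta1, skeletal actin (3.45, SE 1.15, adjusted p = 0.0222; up to 0.061 with single libraries left out). This list was shifted too (camera, adjusted p = 0.0022; adjusted p = 0.945 with an estimated correlation). Its mean was lowest in Sham 4 and Sham 5 (-3.904 and -4.221, beside -1.731 to 0.122 in the other sham rats). Sham 1 (0.122) lay above EP 3 (-0.07882). Gene Ontology terms were not analysed here, and the lists stand in their place. Camera asks whether a whole list moves up or down, and enrichment among genes that differ in either direction was not tested.

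**Figure D1:**
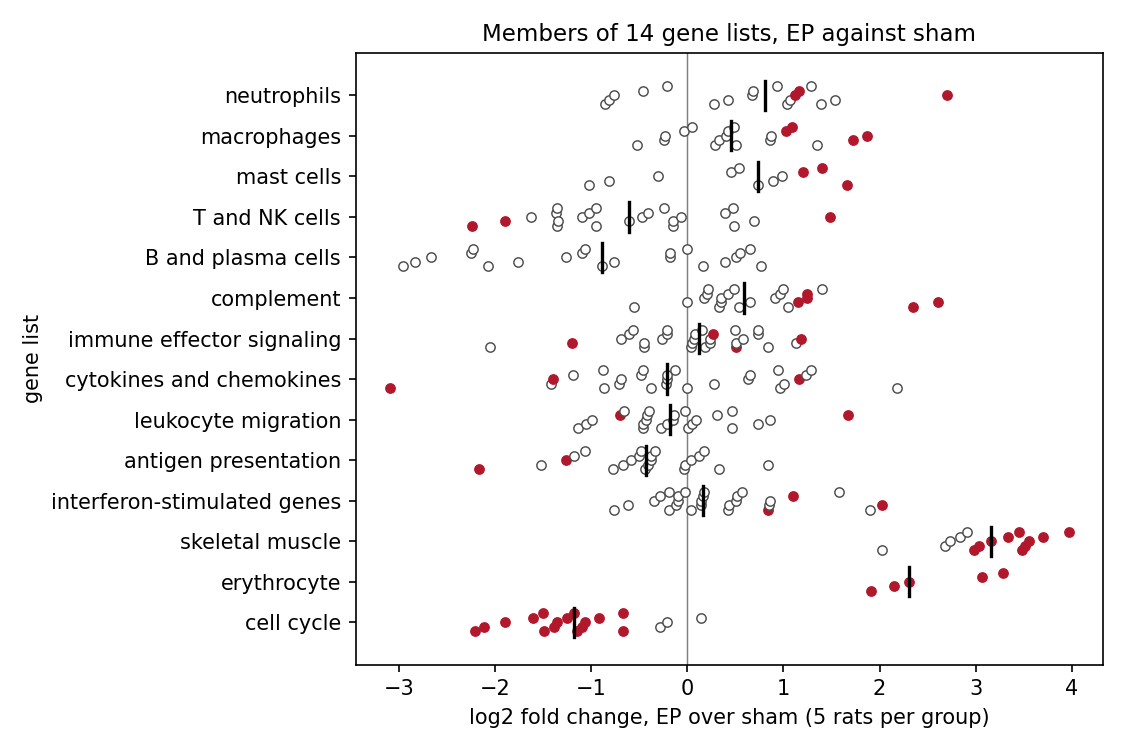
Log2 fold change of each tested gene of 14 lists, EP gingiva over sham gingiva (n = 5 rats each). Filled points passed limma at an adjusted p under 0.05, and the black tick is the median of the list.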

Importantly, compared with those in the Cur hydrogel and ZNP hydrogel groups, the expression of the genes in the Cur/ZNP hydrogel group was significantly greater according to the GO term, indicating that the combination treatment negatively regulates bone resorption (Fig. 3A). 

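Of the genes drawn beside Ceacam1 in Fig. 3A, Trpv3 was read in every rat, whereas Iapp, Cartpt and Dspp were read in few. Trpv3, a warmth-activated cation channel of keratinocytes, had a mean of 608 ± 60.7 normalized counts in the Cur/ZNP gel group, 377 ± 148 in Cur gel, 380 ± 42.3 in ZNP gel, 401 ± 158 in EP and 251 ± 166 in sham (SD, n = 5). It lies on chromosome 10, 59831241 to 59860987 in Rnor_6.0. All 5 Cur/ZNP gel rats lay above all 5 ZNP gel rats (exact permutation test, p = 0.00794). Of 25 pairs of rats, 22 were higher in Cur/ZNP gel than in Cur gel (exact permutation test, p = 0.0317). Adjusted over all genes, neither difference passed (limma, log2 fold change 0.68, adjusted p = 0.901 and 0.76, SE 0.391, adjusted p = 0.494). Iapp, which encodes the islet hormone amylin, was read at 248 in Sham 4, 283.3 in EP 3 and 439.2 in EP 4, the libraries rich in odorant-binding protein transcripts. It was read at 2.77 in Cur gel 5 and 6.92 in ZNP gel 2, and at 0 in all Cur/ZNP gel rats. Cartpt, a neuropeptide precursor, was read at 81.2, 241.3 and 56.9 in Sham 1, Sham 3 and Sham 4, at 7.84 in EP 5 and at 26.0 in Cur/ZNP gel 2. In all Cur gel and ZNP gel rats it was at 0. The 4 libraries with the highest mean of autonomic neuron genes were Sham 3, Sham 1, Cur/ZNP gel 2 and Sham 4 (7.5, 6.67, 6.48 and 6.01), on a list chosen after the values were seen. Dspp, the precursor of dentin matrix proteins, was read in Sham 3 (431.4) and Cur/ZNP gel 3 (3.70). For Cur/ZNP gel against Cur gel and against ZNP gel, none of the 4 genes passed by limma or edgeR, nor by DESeq2, which gave no p for Dspp (the lowest adjusted p was 0.065, for Iapp by DESeq2 against ZNP gel). The paper chose these genes on the same samples.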

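Ceacam1, an adhesion molecule of epithelial and immune cells with inhibitory motifs in its tail, was higher in most EP rats than in most sham rats. The mean was 1816 ± 1643 normalized counts in the sham group and 3378 ± 1870 in the EP group (SD, n = 5), a fold change of 2.14 by the means of log2 values (log2 fold change 1.10, SE 0.516). EP rats exceeded sham rats in 22 of 25 pairs, and the exception was Sham 4, at 4677 beside 541.5 to 1448 in the other sham rats. The difference did not pass over all genes (limma, p = 0.045, adjusted p = 0.0977) nor alone (exact permutation test, p = 0.103), nor with DESeq2 (log2 fold change 0.91, adjusted p = 0.134) or edgeR (0.90, adjusted p = 0.174). Without Sham 4 it passed (limma, log2 fold change 1.53, adjusted p = 0.0169), and without Sham 3 the log2 fold change was 0.76.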

The expression of a member of the immunoglobulin superfamily, carcinoembryonic antigen-related cell adhesion molecule 1 (Ceacam1), was upregulated in the gingiva of rats in the EP group (FC = 2.1). Additionally, Cur/ZNP treatment inhibited the expression of Ceacam1 compared with that in the Cur hydrogel (FC = 2.4) and ZNP hydrogel groups (FC = 1.8) (Fig. 3A and Additional Fig. 3). 

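Ceacam1 had a mean of 1329 ± 910 normalized counts in the Cur/ZNP gel group, 2824 ± 667 in the Cur gel group and 2200 ± 937 in the ZNP gel group (SD, n = 5). By the means of log2 values its level was 2.52-fold higher in Cur gel than in Cur/ZNP gel and 1.83-fold higher in ZNP gel. Across the 25 rats Ceacam1 moved with genes of gland epithelium. Its r was 0.957 with Krt8, a keratin of simple and glandular epithelium (Spearman rho 0.968), and 0.879 with the mean of the salivary gland list. It was 0.967 with the mean of 9 gland epithelium genes, a list chosen after the values were seen. The permutation p was 1e-05 for each, the smallest that 100000 permutations can give (adjusted p = 1.2e-05 over 7 relations). Within groups the r was 0.95, 0.86 and 0.958, and without Cur/ZNP gel 5 and Cur/ZNP gel 1 it was 0.973, 0.847 and 0.974. With the mean of the basal keratinocyte list, genes of stratified epithelium, the r was -0.357 (permutation p = 0.081, adjusted p = 0.081; Spearman rho = -0.44, p = 0.03; r = -0.121 without Sham 3 and Sham 4). Krt8 itself had 3221 ± 3755 in Cur/ZNP gel, 11970 ± 4226 in Cur gel and 9940 ± 6994 in ZNP gel. All 5 Cur/ZNP gel rats lay below all 5 Cur gel rats (exact permutation test, p = 0.00794; limma, log2 fold change -3.37, SE 1.12, adjusted p = 0.294). The 9 gland epithelium genes had a median log2 fold change of -3.03 against Cur gel and -2.25 against ZNP gel. Over all genes 0 of them passed limma in either comparison (8 and 4 at an unadjusted p under 0.05; edgeR 0). The gland epithelium mean was low in Cur/ZNP gel 1, 4 and 5 (-3.72, -2.42 and -4.37) but not in Cur/ZNP gel 2 and 3 (0.398 and 0.782). It ranged from 0.422 to 1.83 in the Cur gel rats. In ZNP gel 3 it was -2.39, beside 0.367 to 1.51 in the other ZNP gel rats. For Ceacam1 the log2 fold change was -1.33 against Cur gel (limma, p = 0.0167, adjusted p = 0.325; exact permutation test, p = 0.0397) and -0.88 against ZNP gel (adjusted p = 0.902; exact p = 0.135). With DESeq2 the values were -1.08 (adjusted p = 0.356) and -0.72 (adjusted p = 0.908), and with edgeR -1.06 (adjusted p = 0.506) and -0.71 (adjusted p = 0.989). With the gland epithelium mean as a covariate, a setting chosen after the values were seen, the log2 fold changes were 0.18 (SE 0.188, adjusted p = 0.999) and 0.17 (SE 0.173, adjusted p = 1).

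**Figure D2:**
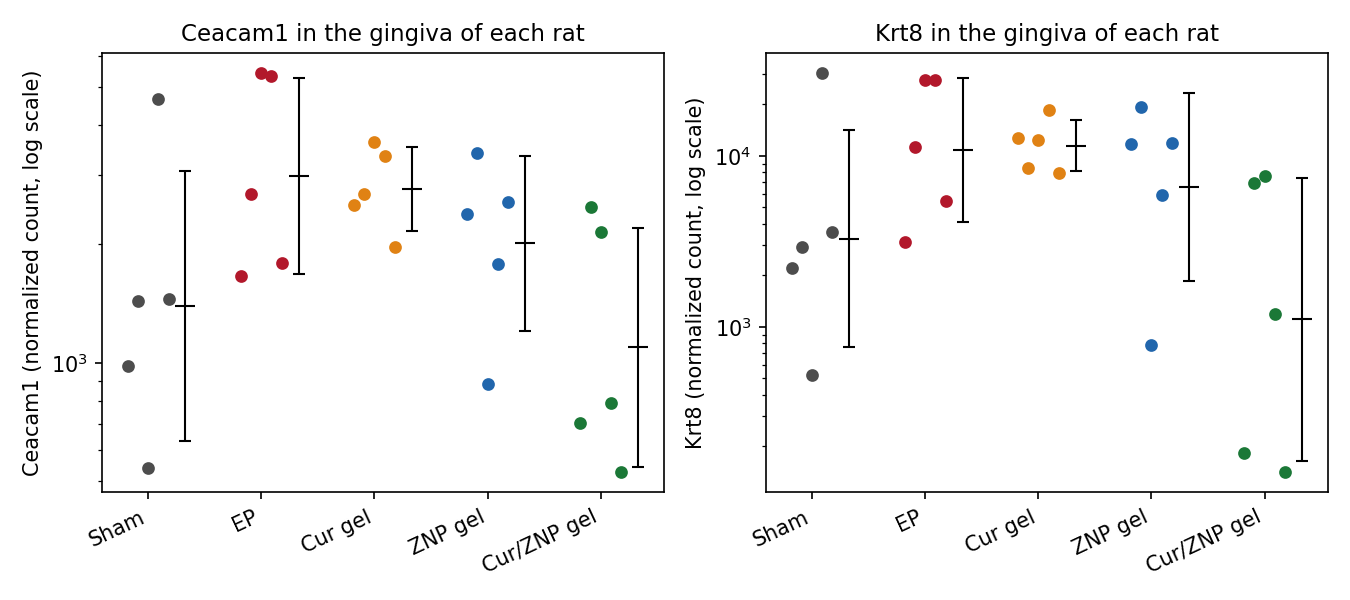
Normalized counts of Ceacam1 and Krt8 in gingiva on a log scale (each point is 1 rat, n = 5 per group). Bars are the mean and SD of the log2 values.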

Protein‒protein interaction (PPI) network analysis via topological and functional module identification showed that Ceacam may interact with the surface glycoprotein CD47 (Fig. 3B).

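Cd47, the surface protein that signals to SIRPα on macrophages and restrains phagocytosis, passed in none of the comparisons below. Its mean was 4268 ± 2036 normalized counts in sham, 5098 ± 1761 in EP, 4872 ± 743 in Cur gel, 4679 ± 1042 in ZNP gel and 3977 ± 909 in Cur/ZNP gel (SD, n = 5). It lies on chromosome 11, 53514595 to 53575175 in Rnor_6.0. The log2 fold change was 0.29 in EP against sham (SE 0.256, adjusted p = 0.381; exact permutation test, p = 0.421). In Cur/ZNP gel it was -0.31 against Cur gel (adjusted p = 0.719; exact p = 0.111) and -0.23 against ZNP gel (adjusted p = 1; exact p = 0.286). By the correlation of its deviations from group means with those of Ceacam1, Cd47 ranked 67th of 16092 genes (r = 0.905), after Krt8 in place 10 and Krt18 in place 38 (r = 0.921), both keratins of simple epithelium. Of the 69 genes named in Fig. 3B, 68 could be tested, and 35 differed between EP and sham, 15 higher and 20 lower. Ank2, which ties membrane proteins to spectrin (1.51, SE 0.43, adjusted p = 0.00911), and Clasp1, which stabilizes microtubules (1.39, SE 0.291, adjusted p = 0.00117), rose in EP. Bdnf, a neurotrophin (-1.95, SE 0.449, adjusted p = 0.00227), Rpl13a, of the large ribosomal subunit (-1.11, SE 0.177, adjusted p = 2e-04), and Lgals3, a galectin of epithelium and macrophages (-0.97), fell. In Cur/ZNP gel against Cur gel and against ZNP gel 0 of the 68 differed (limma; 10 and 4 at an unadjusted p under 0.05; edgeR called 0 genes in each of those comparisons). The paper chose these genes on the same samples, so their counts are no independent evidence.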

**Fig. 2:**
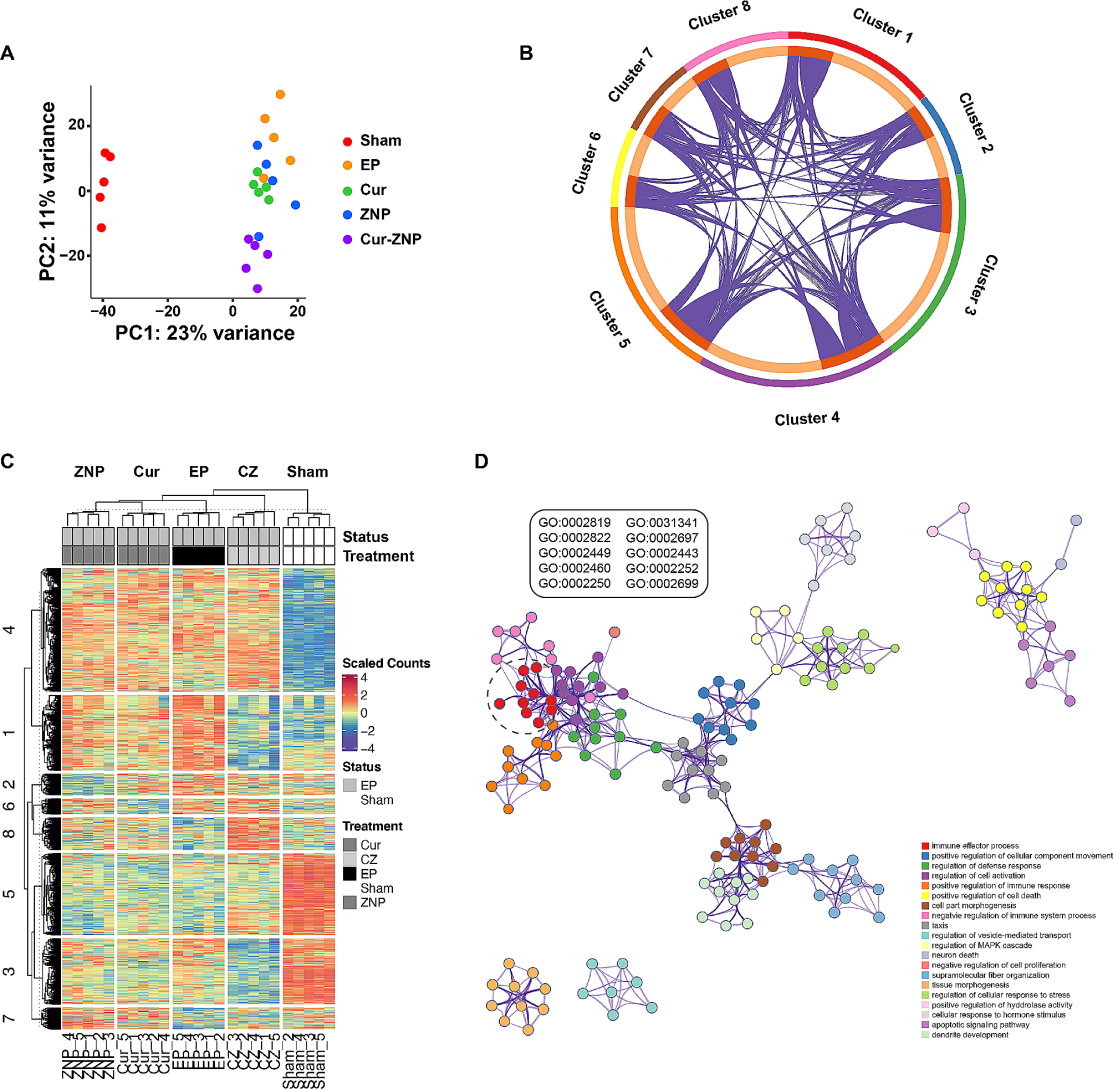
Transcriptional response pattern of the gingiva of rats after treatment with Cur/ZNP hydrogels. (**A**). Transcriptional patterns of the gingiva of rats treated with different hydrogels showing clear divergence as determined by principal component analysis. (**B**) Cluster and (**C**) heatmap of differentially expressed genes (DEGs) obtained by pairwise comparison. The scaled counts of the transcripts are marked on the right. (**D**) Changes in GO terms (adjusted *P* < 0.05) between the sham and EP groups. The colors of the circles correspond to the functional terms on the right. The DEGs are significantly enriched in the immune effector process GO terms, as shown in the box. Cur, curcumin; ZNP, zinc oxide nanoparticle; GO, Gene Ontology; EP, experimental periodontitis

**Fig. 3:**
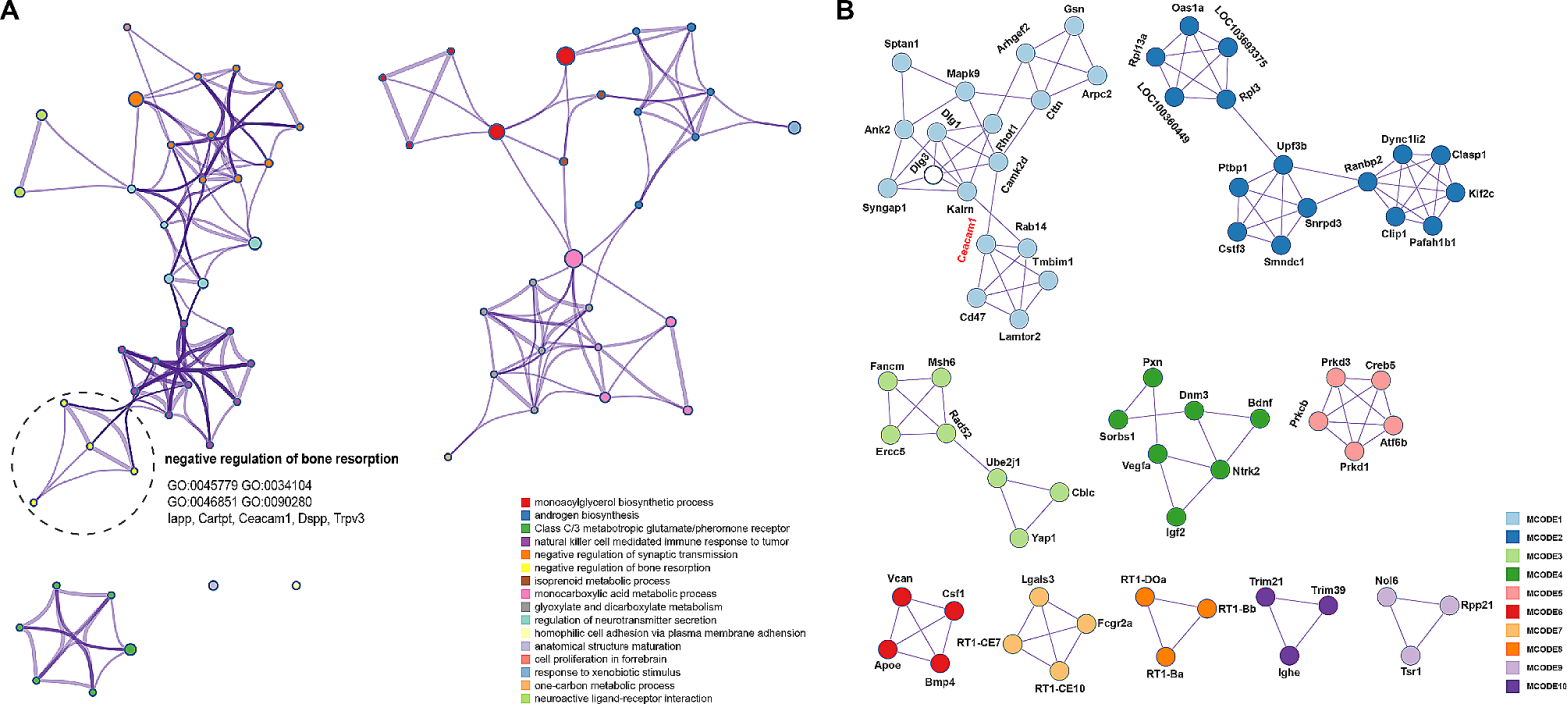
Enriched GO terms and PPI networks of DEGs induced by the Cur/ZNP hydrogel. (**A**). The GO terms (adjusted *P* < 0.05) were related to the differences between the Cur/ZNP gel group and the Cur gel or ZNP gel single treatment group. The colors of the circles correspond to the functional terms on the right. (**B**) The PPI network of DEGs between the Cur/ZNP gel group and the Cur gel or ZNP gel single treatment group. GO, Gene Ontology; PPI, protein‒protein interaction; DEG, differentially expressed gene; Cur, curcumin; ZNP, zinc oxide nanoparticle

### The Cur/ZNP hydrogel attenuates alveolar bone loss in rats with periodontitis

Alveolar bone resorption, which is the typical feature of periodontitis, was induced via ligature and *P. gingivalis* inoculation of the maxillary first molar (Fig. 4A-E). The CEJ-ABC distance increased significantly in the EP group compared to the sham group (Fig. 4B). The bone volume fraction (BV/TV) and trabecular thickness (Tb.Th) were significantly lower in the EP rats than in the sham rats (Fig. 4C and D). Histological analysis revealed obvious periodontal pockets and a decreased alveolar bone height in the EP group (Fig. 4E). Treatment with the Cur hydrogel, ZNP hydrogel, or Cur/ZNP hydrogel alleviated the alveolar bone loss induced by EP (Fig. 4A-E). Notably, Cur/ZNPs had a stronger protective effect on alveolar bone resorption than both Cur and ZNPs, which was supported by a shorter CEJ-ABC distance (Fig. 4B) and a greater BV/TV and Tb.Th (Fig. 4C and D).

**Fig. 4:**
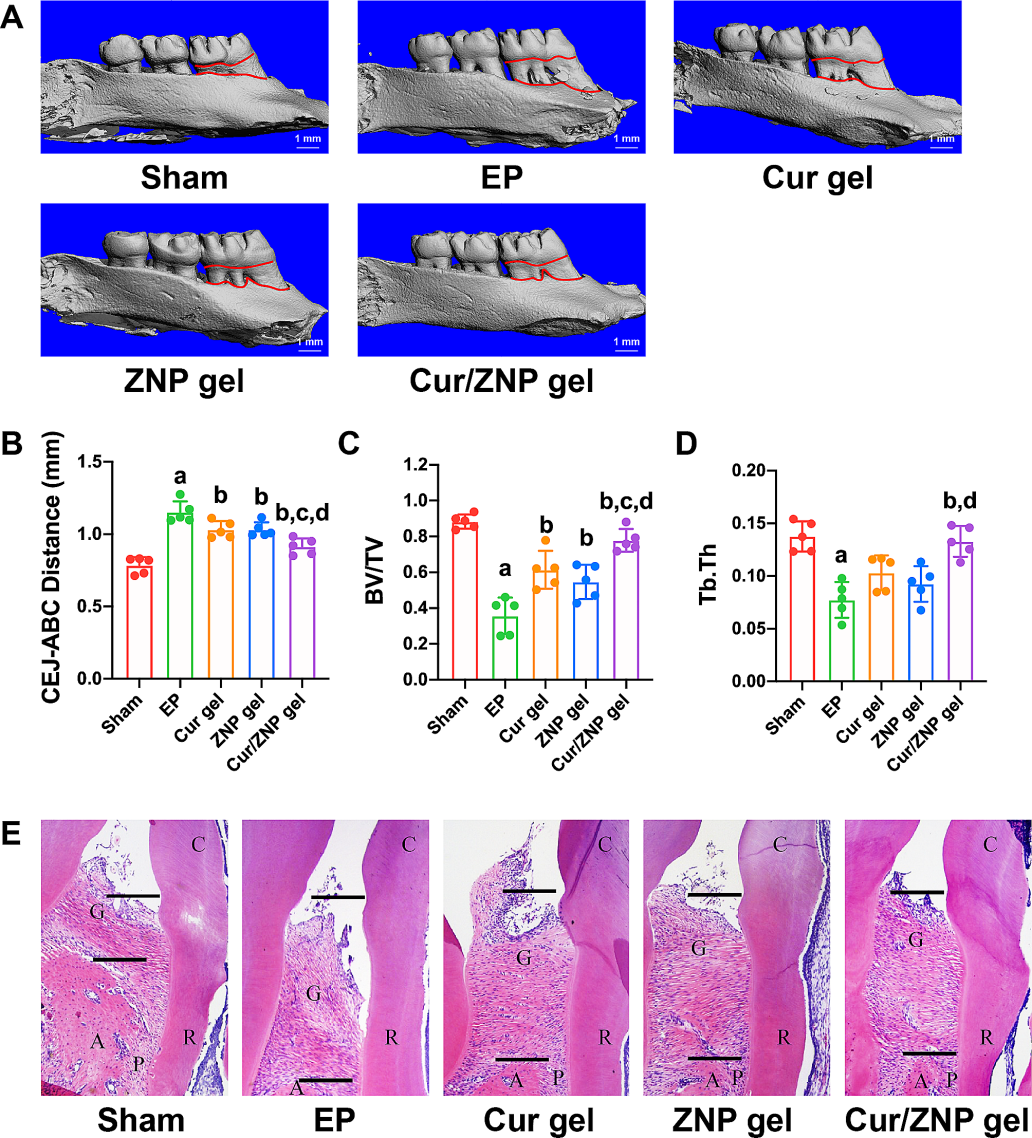
Role of the Cur/ZNP hydrogel in ameliorating alveolar bone loss in rats with experimental periodontitis. (**A**). Micro-CT reconstruction revealed alveolar bone loss in the maxillary first molars. (**B**). Quantitative analysis of alveolar bone loss in the maxillary first molar at six sites. The sagittal plane parallel to the long axis of the teeth was chosen to measure the distance between the cemento-enamel junction and the alveolar bone crest (CEJ-ABC) to assess the ABL at the interproximal site. (**C**). Quantitative analysis of the bone volume/total volume (BV/TV) of the region of interest (ROI) in the first molar beneath the furcation area. A 500 × 300 μm^2^ region apical to the root furcation was chosen as the ROI, and a three-dimensional reconstruction model was used to analyze the bone parameters in the ROI. (**D**). Quantitative analysis of the trabecular thickness (Tb.Th) of the ROI in the first molar beneath the furcation area. (**E**). Hematoxylin and eosin staining of distal periodontal tissue of the maxillary first molar of rats. The data are presented as the mean ± standard deviation (*n* = 5 rats per group). A, alveolar bone; C, crown; G, gingiva; P, periodontal membrane; R, root; CEJ-ABC, cemento-enamel junction and alveolar bone crest. a, Compared with the sham group; ^*^P < 0.05; b, compared with the EP group, ^*^P < 0.05; c, compared with the Cur gel group, ^*^P < 0.05; d, compared with the ZNP gel group, ^*^P < 0.05. Cur, curcumin; ZNP, zinc oxide nanoparticle; EP, experimental periodontitis

Furthermore, Cur/ZNP gel treatment increased the expression of OCN and OPG (Fig. 5A-E). The OCN expression in the Cur/ZNP gel group was also greater than that in the ZNP gel group (Fig. 5A and C). However, the effect of the Cur/ZNP gel on the serum OCN concentration was not significantly different from that of Cur or ZNP (Fig. 5E). Moreover, there was no significant difference in the number of OPG-positive cells between the Cur/ZNP gel group and the Cur gel or ZNP gel groups (Fig. 5B and D).

**Fig. 5:**
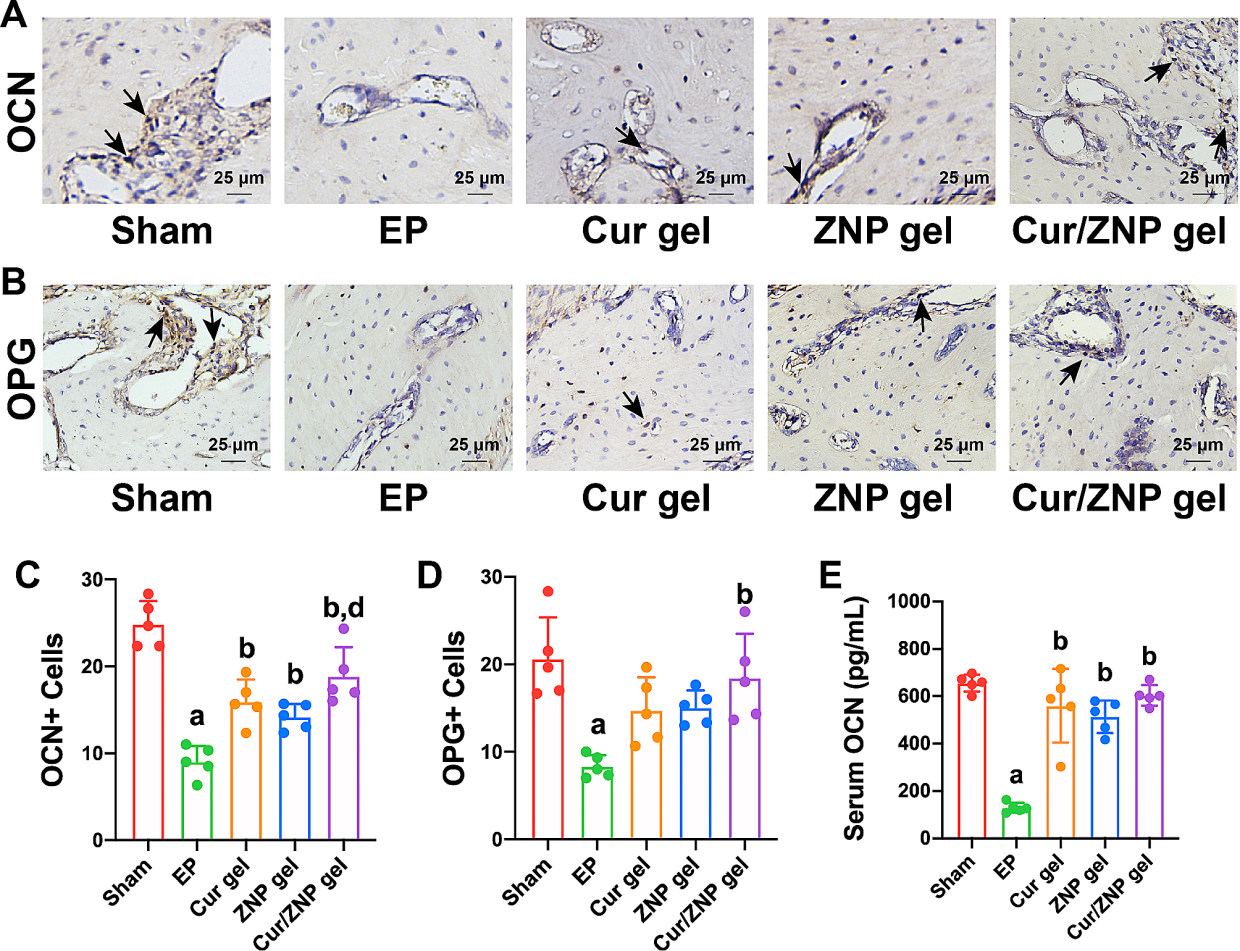
Effect of the Cur/ZNP hydrogel on bone metabolism in rats with experimental periodontitis. (**A**). The effect of the Cur/ZNP hydrogel on OCN in the alveolar bone of rats was determined by immunohistochemical staining. (**B**). The effect of the Cur/ZNP hydrogel on OPG in the alveolar bone of rats was determined by immunohistochemical staining. The black arrows indicate the staining of positive cells. Quantitative analysis of OCN^+^ cells (**C**) and OPG^+^ cells (**D**) in each group. (**E**). Serum OCN levels were detected by an enzyme-linked immunosorbent assay. The data are presented as the mean ± standard deviation (*n* = 5 rats per group). a, Compared with the sham group; ^*^P < 0.05; b, compared with the EP group, ^*^P < 0.05; c, compared with the Cur gel group, ^*^P < 0.05; d, compared with the ZNP gel group, ^*^P < 0.05. Cur, curcumin; ZNP, zinc oxide nanoparticle; EP, experimental periodontitis; OCN, osteocalcin; OPG, osteoprotegerin

## Discussion

The application of local drugs is an important adjuvant method for periodontal therapy. Local drug delivery systems (LDDSs) have obvious advantages in clinical applications. For instance, LDDSs require a small amount of drug and can deliver the drug in situ in periodontal pockets [25]. Cur has anti-inflammatory and antioxidant effects and could be used as a local drug for periodontal therapy. In the present study, we synthesized a slow-release Cur/ZNP hydrogel and found that it has a better antibacterial effect and is better at alleviating periodontal bone resorption in experimental periodontitis rats than Cur hydrogel alone. This study is the first to report the synergistic effect of Cur hydrogels and ZNP hydrogels in the treatment of periodontitis.

The in vitro data showed that the Cur hydrogel effectively suppressed the growth and EPS production of *P. gingivalis*. Interestingly, the Cur/ZNP hydrogel had synergistic inhibitory effects on *P. gingivalis*. This was consistent with the findings of previous studies, which demonstrated that Cur/ZNPs had a lower minimum inhibitory concentration and minimum bactericidal concentration for *Staphylococcus aureus* and *Escherichia coli* [26, 27]. Cur has been reported to have antibacterial, antiviral, and antifungal effects [28]; moreover, Cur can significantly inhibit the growth of a variety of periodontal pathogens, including *P. gingivalis*, *Prevotella intermedia*, *F. nucleatum*, and *Treponema denticola* but has no inhibitory effect on *Aggregatibacter actinomycetemcomitans* [29]. Thus, whether the Cur/ZNP hydrogel has synergistic effects on other periodontal microbiota needs to be studied further. The good biocompatibility of the Cur/ZNP hydrogel was confirmed by in vitro cytotoxicity studies in which HOK-1 cells were used; these findings are consistent with those of previous studies in which fibroblasts, MCF-7 cells and MC3T3-E1 cells were used [30, 31].

The functional role of the Cur/ZNP hydrogel in periodontal destruction was also confirmed in a model of experimental periodontitis. Various etiologies and risk factors are involved in the development of periodontitis, among which the most important are the oral microbiota and the host immune inflammatory response [32]. 

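In EP gingiva, markers of macrophages, mast cells and neutrophils included genes that rose, whereas the lymphocyte and antigen presentation genes that changed mostly fell. Of 18 macrophage genes 4 were higher and 0 lower (4 higher adjusted over the list alone). Of these, 2 were Cd163, a scavenger receptor for hemoglobin (log2 fold change 1.73, SE 0.383, adjusted p = 0.00177), and Msr1, a scavenger receptor (1.87, SE 0.443, adjusted p = 0.00282). The others were Mrc1, the mannose receptor (1.03, SE 0.309, adjusted p = 0.0127), and Cd4, which rat macrophages carry as well as T cells (1.09, SE 0.284, adjusted p = 0.00516). Of 11 mast cell genes 3 were higher (3 adjusted over the list alone), namely Kit, the receptor for stem cell factor (1.67, SE 0.495, adjusted p = 0.0118), Cpa3, a granule carboxypeptidase (1.40, SE 0.422, adjusted p = 0.0128), and Cma1, a chymase (1.20, SE 0.394, adjusted p = 0.0203). Of 18 neutrophil genes 3 were higher (2 adjusted over the list alone). They were Il1r2, a decoy receptor for interleukin 1 (1.16, SE 0.215, adjusted p = 0.000538), Cxcr2, a chemokine receptor (1.12, SE 0.343, adjusted p = 0.014), and Ngp, a granule protein (2.70, SE 0.94, adjusted p = 0.0279). Of 23 genes of T cells and natural killer cells 1 was higher and 2 lower. Cd247, a chain of the T cell receptor complex (-1.90, SE 0.733, adjusted p = 0.0457), and Klrd1, a receptor of natural killer cells (-2.24, SE 0.866, adjusted p = 0.046), were lower. Adjusted over the list alone 1 was higher and 0 lower (4 at an unadjusted p under 0.05 by limma). Of 22 antigen presentation genes the class II genes RT1-Db1 (-1.27, SE 0.464, adjusted p = 0.0358) and RT1-DOa (-2.16, SE 0.799, adjusted p = 0.0371) were lower (0 adjusted over the list alone by limma, 4 at an unadjusted p under 0.05). Of 27 interferon-stimulated genes, 3 were higher (2 adjusted over the list alone). They were Ddx58 and Ifih1, sensors of viral RNA (2.02, SE 0.46, adjusted p = 0.00208 and 0.84, SE 0.229, adjusted p = 0.00675), and Xaf1 (1.10, SE 0.405, adjusted p = 0.0371). Of 21 genes of B cells and plasma cells 0 passed limma, in all or over the list alone (median log2 fold change -0.89; 3 at an unadjusted p under 0.05; DESeq2 called 4 lower and edgeR 2 lower).
None of these lists was shifted as a whole: camera gave adjusted p = 0.0988 for macrophages, 0.235 for mast cells and for antigen presentation, 0.31 for neutrophils and 0.367 for the 3 others. The calls of Ngp, Cma1, Xaf1, Cd247, Klrd1, RT1-Db1 and RT1-DOa ended when single libraries were left out (largest adjusted p = 0.0909, 0.0614, 0.121, 0.145, 0.169, 0.124 and 0.13).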

Notably, a comparison of the transcriptional landscape of the gingiva from rats revealed that DEGs between the sham and EP groups were significantly enriched in the immune effector process GO terms. The Cur/ZNP hydrogel notably induced the expression of genes involved in regulating bone resorption. Therefore, we investigated the effect of the Cur/ZNP hydrogel on alveolar bone loss in rats. 

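In gingival RNA, no single bone gene differed between Cur/ZNP gel and the single gels once adjusted over all genes. The paper measured OCN and OPG as protein in alveolar bone, and OCN also in serum. Values of RNA in gingiva do not test those results. Against Cur gel, Acp5, the tartrate-resistant phosphatase of osteoclasts, had a log2 fold change of -0.86 (SE 0.324, adjusted p = 0.312) and Ctsk, the collagenase of osteoclasts, 0.74 (SE 0.314, adjusted p = 0.379). Alpl, the phosphatase of mineralizing cells, had -1.14 (SE 0.388, adjusted p = 0.298) and Sparc, a matrix protein also called osteonectin, 0.90 (SE 0.258, adjusted p = 0.294; adjusted p = 0.0384 over the osteoblast list alone). Of 16 osteoclast genes 0 passed limma in that comparison (3 at an unadjusted p under 0.05; DESeq2 and edgeR called 0; 0 adjusted over the list alone). Their median log2 fold change was 0.34, and the list was not shifted (camera, adjusted p = 0.0717; adjusted p = 0.645 with an estimated correlation). That list was shifted upward without Cur gel 1 (adjusted p = 0.0159), without Cur gel 3 (0.0329), without Cur/ZNP gel 4 (0.0338), without Cur/ZNP gel 5 (0.0243) and without a filter on low values (0.0294). In settings chosen after the values were seen it was shifted without the 3 libraries rich in odorant-binding protein transcripts (0.0426) and with the gland epithelium covariate (0.000277). The number and activity of osteoclasts were not measured here. Of 19 osteoblast genes 0 passed (4 at an unadjusted p under 0.05; DESeq2 and edgeR called 0; 1 higher adjusted over the list alone). Their median was 0.35 with no shift (camera, adjusted p = 0.11), except without Cur gel 1 (0.0302) or Cur/ZNP gel 5 (0.0137). Against ZNP gel 0 osteoclast and 0 osteoblast genes passed by any of the 3 tools (1 and 2 at an unadjusted p under 0.05 by limma). The medians were 0.07 (camera, adjusted p = 0.201) and 0.11 (mean -0.06, camera direction up, adjusted p = 0.487), and each list was called in 1 of 17 settings (adjusted p = 0.0493 with the gland epithelium covariate and 0.0487 without ZNP gel 3).
Tnfrsf11b, which encodes osteoprotegerin (OPG), the decoy receptor that blocks RANKL, had 1082 ± 713 normalized counts in Cur/ZNP gel, 721 ± 254 in Cur gel, 590 ± 114 in ZNP gel, 568 ± 182 in EP and 356 ± 163 in sham (SD, n = 5). It was higher in Cur/ZNP gel than in ZNP gel in 23 of 25 pairs of rats (exact permutation test, p = 0.0397), with a log2 fold change of 0.71 (SE 0.337, adjusted p = 0.899). It had 0.46 against Cur gel (adjusted p = 0.67; exact p = 0.31). Bglap, which encodes osteocalcin (OCN), a bone matrix protein, had 372 ± 321 in Cur/ZNP gel, 520 ± 315 in Cur gel, 653 ± 394 in ZNP gel, 1100 ± 887 in EP and 3276 ± 4180 in sham. The sham mean rests on Sham 3, at 10620 beside at most 2240 in the other sham rats. Its log2 fold change was -1.09 against ZNP gel (adjusted p = 0.952; exact p = 0.167), and -0.64 against Cur gel (adjusted p = 0.844; exact p = 0.429). Between EP and sham, 5 of 16 osteoclast genes rose and 0 fell (5 adjusted over the list alone). They were Traf6, an adaptor of RANK (1.45, SE 0.232, adjusted p = 0.000203), and Clcn7 and Ostm1, subunits of the osteoclast chloride transporter (0.73, SE 0.152, adjusted p = 0.00109 and 0.80, SE 0.192, adjusted p = 0.00305). The others were Csf1, a growth factor of their precursors (0.53, SE 0.148, adjusted p = 0.00802), and Itgb3, the β3 integrin (1.11, SE 0.398, adjusted p = 0.033). The call of Itgb3 was not examined with single libraries left out. Of 19 osteoblast genes Phex, an endopeptidase of osteocytes, rose (2.17, SE 0.438, adjusted p = 0.00089). Bmp2, a bone morphogenetic protein (-1.35, SE 0.24, adjusted p = 0.000378), Pth1r, the parathyroid hormone receptor (-1.04, SE 0.27, adjusted p = 0.0051), and Dlx5, a homeobox factor (-1.41, SE 0.402, adjusted p = 0.0091), fell, and the counts were the same adjusted over the list alone. Camera called neither list between EP and sham (adjusted p = 0.105 and 0.235).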

The data indicated that both the Cur hydrogel and the ZNP hydrogel alleviated bone destruction in rats. Moreover, evidence indicates that Cur can alleviate periodontitis. For instance, local application of 2% Cur gel to the periodontal area of rats could reduce the gingival index (GI) and PD [33]. SRP assisted with 2% Cur gel had a lower PD and BI compared with SRP alone in patients with periodontitis, and it significantly reduced the PLI, BI, and PD compared with 0.2% chlorhexidine gel-assisted SRP [8, 34]. However, the osteoprotective effects of Cur remain controversial. Consistent with our findings, Cur has been shown to decrease the number of osteoclasts and inhibit alveolar bone absorption [6, 35]. Conversely, some studies have shown that oral administration of Cur does not improve the level of alveolar bone in experimental animals with periodontitis [36, 37]. We speculate that this difference may be due to the low bioavailability of Cur. Bioavailability may be improved by the hydrogel and the method of administration used in this study. Bioavailability can also be improved through chemical modifications. For example, chemically modified curcumin (CMC 2.24) can inhibit periodontitis-related bone resorption in experimental animals; inhibit osteoclast formation; reduce the infiltration of polynuclear cells and monocytes; decrease the degradation of periodontal collagen fibers; and decrease the levels of IL-1β, IL-6, TNF-α, and matrix metallopeptidase 9 (MMP-9) [38].

Cur/ZNPs significantly alleviated bone destruction and increased OCN and OPG levels. Moreover, Cur/ZNPs had an osteoprotective effect, which was reflected by the shorter CEJ-ABC distance and greater BV/TV. However, there was no significant difference between the effects of the Cur hydrogel and Cur/ZNP hydrogel on the expression of OCN and OPG in periodontal tissues. Compared with the ZNP hydrogel, the Cur/ZNP hydrogel had a stronger effect on OCN expression in periodontal tissues but had no such effect on OCN expression in the serum; thus, in addition to inducing the expression of OCN and OPG, the Cur/ZNP hydrogel may suppress alveolar bone resorption via other mechanisms. Thus, further studies are needed to confirm whether Cur/ZNPs have synergistic bone protection effects. Carcinoembryonic antigen-related cell adhesion molecule 1 (Ceacam1) is a member of the immunoglobulin superfamily related to inflammation, tumorigenesis, and bone remodeling [39]. 

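Ceacam1 lies on chromosome 1 at 82327955 to 82344345 of Rnor_6.0, on the minus strand, with 4 transcripts in the table. The transcript ENSRNOT00000090629.1 held between 72.6% and 84.7% of the group means of Ceacam1, so the values of the gene mostly follow this isoform.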

The lower expression of Ceacam1 in the gingiva of rats in the Cur/ZNP gel group than in the Cur gel group suggested that the osteoprotective effect of the Cur/ZNP gel may be associated with Ceacam1. However, the protein expression of Ceacam1 in periodontitis, the role of Ceacam1 in alveolar bone remodeling, and the interaction between Ceacam1 and CD47 were not examined in the present study. Hence, the mechanisms underlying why the Cur/ZNP gel can better suppress alveolar bone resorption than the Cur gel require further investigation. 

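Ceacam1 levels in single rats overlapped between gels. They were 703.6, 2481, 2143, 791.4 and 526.8 normalized counts in the Cur/ZNP gel rats and 2505, 2675, 3634, 3338 and 1966 in the Cur gel rats, so that 3 Cur/ZNP gel rats lay below every Cur gel rat. The ZNP gel rats had 2384, 3400, 883.6, 1778 and 2553. Against EP, whose rats had 1656, 2682, 5430, 5329 and 1791, Ceacam1 had a log2 fold change of -1.44 in Cur/ZNP gel (limma, adjusted p = 0.295; exact permutation test, p = 0.0635), -0.11 in Cur gel (adjusted p = 1; exact p = 0.81) and -0.57 in ZNP gel (adjusted p = 1; exact p = 0.246). From the lower level under the combined gel than under Cur gel, the paper raises a possible association of Ceacam1 with the bone protection by the combined gel.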

The present study confirmed the antibacterial activity and protective effect of Cur/ZNPs on alveolar bone resorption in hydrogels, suggesting that these materials are suitable candidates for biomedical applications. However, its effect on other microorganisms in subgingival plaques needs further study. Furthermore, a more comprehensive characterization of the formulation in terms of stability and even clinical studies are needed.

## Conclusions

Cur and ZNPs had synergistic inhibitory effects on *P. gingivalis* and good biocompatibility. Moreover, the Cur/ZNP hydrogel had a stronger protective effect on alveolar bone resorption than both the Cur hydrogel and the ZNP hydrogel. In conclusion, Cur/ZNP hydrogel has great potential for use in the treatment of periodontitis, especially in inhibiting periodontal pathogenic bacteria and alleviating alveolar bone destruction.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The data and materials used for the current study can be obtained by contacting the corresponding author.

# Supplementary material for: Characterization and application of in situ curcumin/ZNP hydrogels for periodontitis treatment
**Source:** BMC Oral Health. 2024 Mar 28;24:395. doi: 10.1186/s12903-024-04054-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Additional files**

**Characterization and application of in-situ curcumin/ZNPs hydrogel for periodontitis treatment**

**
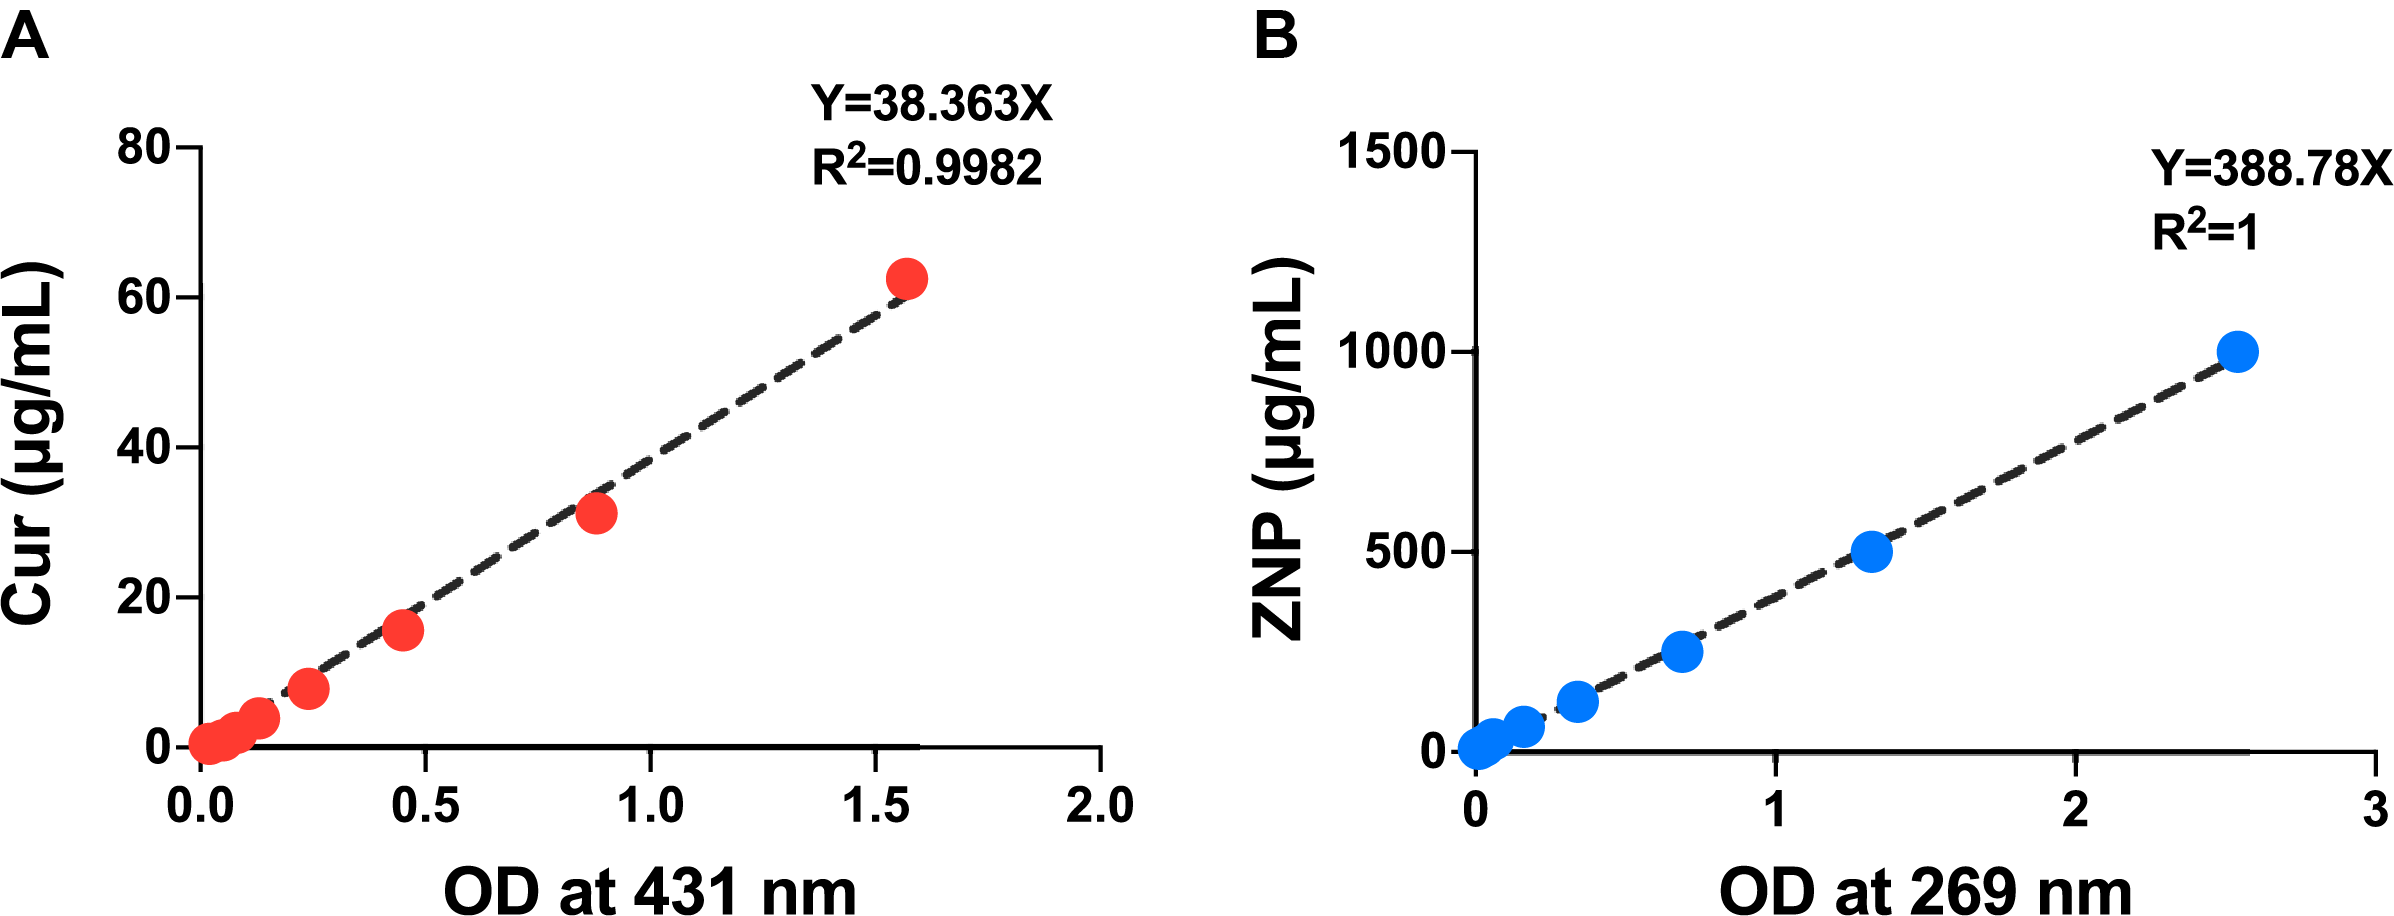
**

**Additional Figure. 1 The standard curves of Cur and ZNP.** Cur powder (2 mg) was weighed with a microelectronic balance, dissolved in 1 mL of PBS containing 0.5% Tween-80, and diluted to 62.5 μg/mL, 31.25 μg/mL, 15.63 μg/mL, 7.81 μg/mL, and 3.91 μg/mL. μg/mL, 1.95 μg/mL, 0.98 μg/mL, and 0.49 μg/mL. The optical density (OD) at 431 nm was measured with a spectrophotometer, and a standard curve of the Cur solution was prepared. The aqueous ZnO dispersion was dissolved in the same buffer medium and diluted to 1000, 500, 250, 125, 62.5, 31.25, and 15.63 μg/mL. mL, 7.81 μg/mL. The OD_268nm_ was measured, and a standard curve was constructed for the ZNP solution. Each experiment was repeated three times, and representative results are shown here.

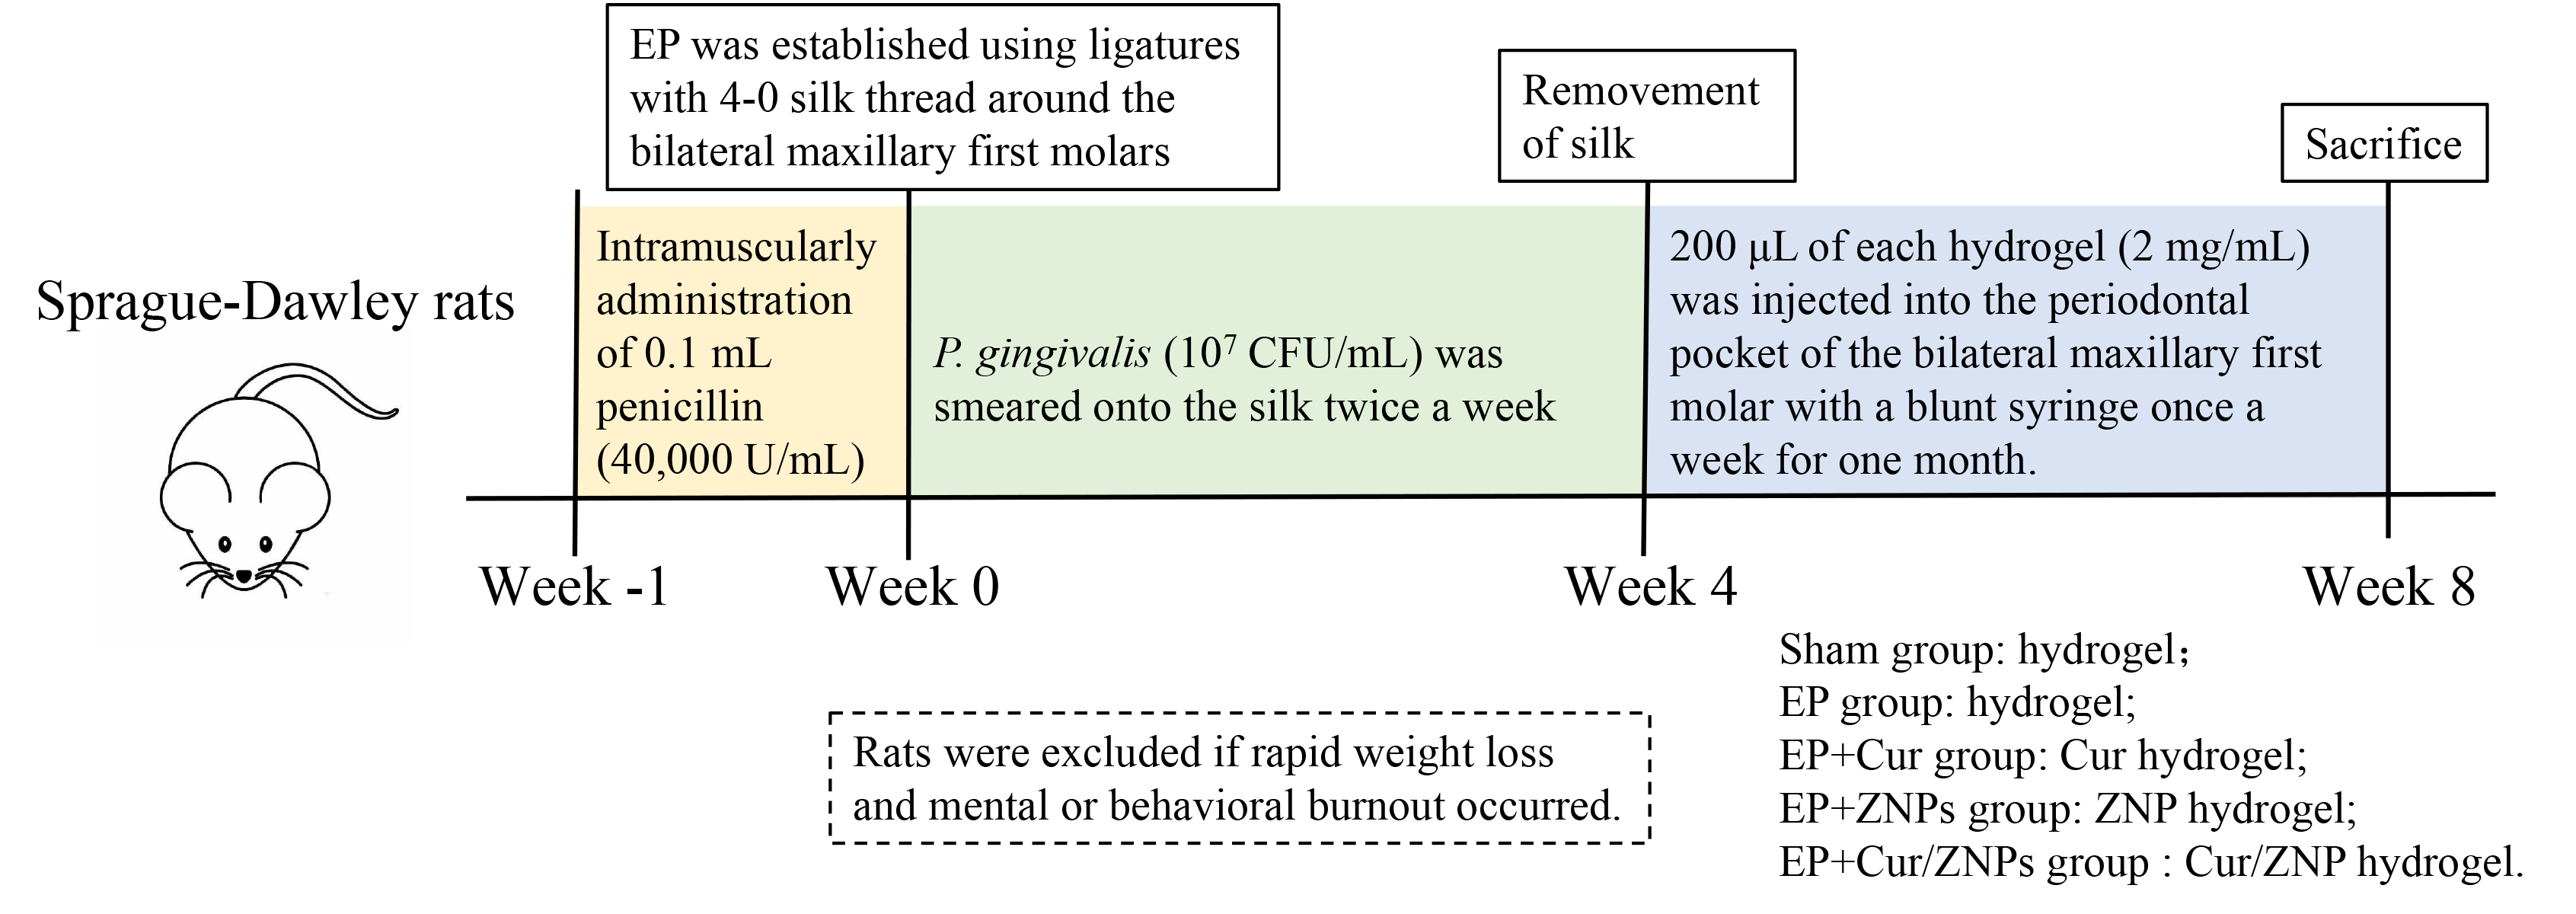

**Additional Figure. 2 The procedure of animal study.** Sprague-Dawley rats were anesthetized with isoflurane (5% induction, 2% maintenance, sealed until euthanized) and intramuscularly administered 0.1 mL penicillin (40,000 U/mL) for one week. EP was established using ligatures with 4-0 silk thread around the bilateral maxillary first molars. *P. gingivalis* ATCC 33277 (10^7^ CFU/mL) was smeared onto the silk twice a week. One month after ligature placement, rats in the EP+Cur group were treated with Cur hydrogel (Dalian Meilun Biotech Co., Ltd); the EP+ZNPs group was treated with ZNP hydrogel (Shanghai Aladdin Biochemical Technology Co., Ltd); and the EP+Cur/ZNPs group was treated with Cur/ZNP hydrogel. To do so, 200 μL of each hydrogel (2 mg/mL) was injected into the periodontal pocket of the bilateral maxillary first molar with a blunt syringe once a week for one month. Hydrogels were used as a control for the sham group. Rats were excluded if rapid weight loss and mental or behavioral burnout occurred. According to the distribution of different stages in the experiment, there were corresponding records on the label outside the cage. Outcome evaluation and data analysis were carried out based on random cage units by one investigator who was blinded to the group assignments in the experiments.

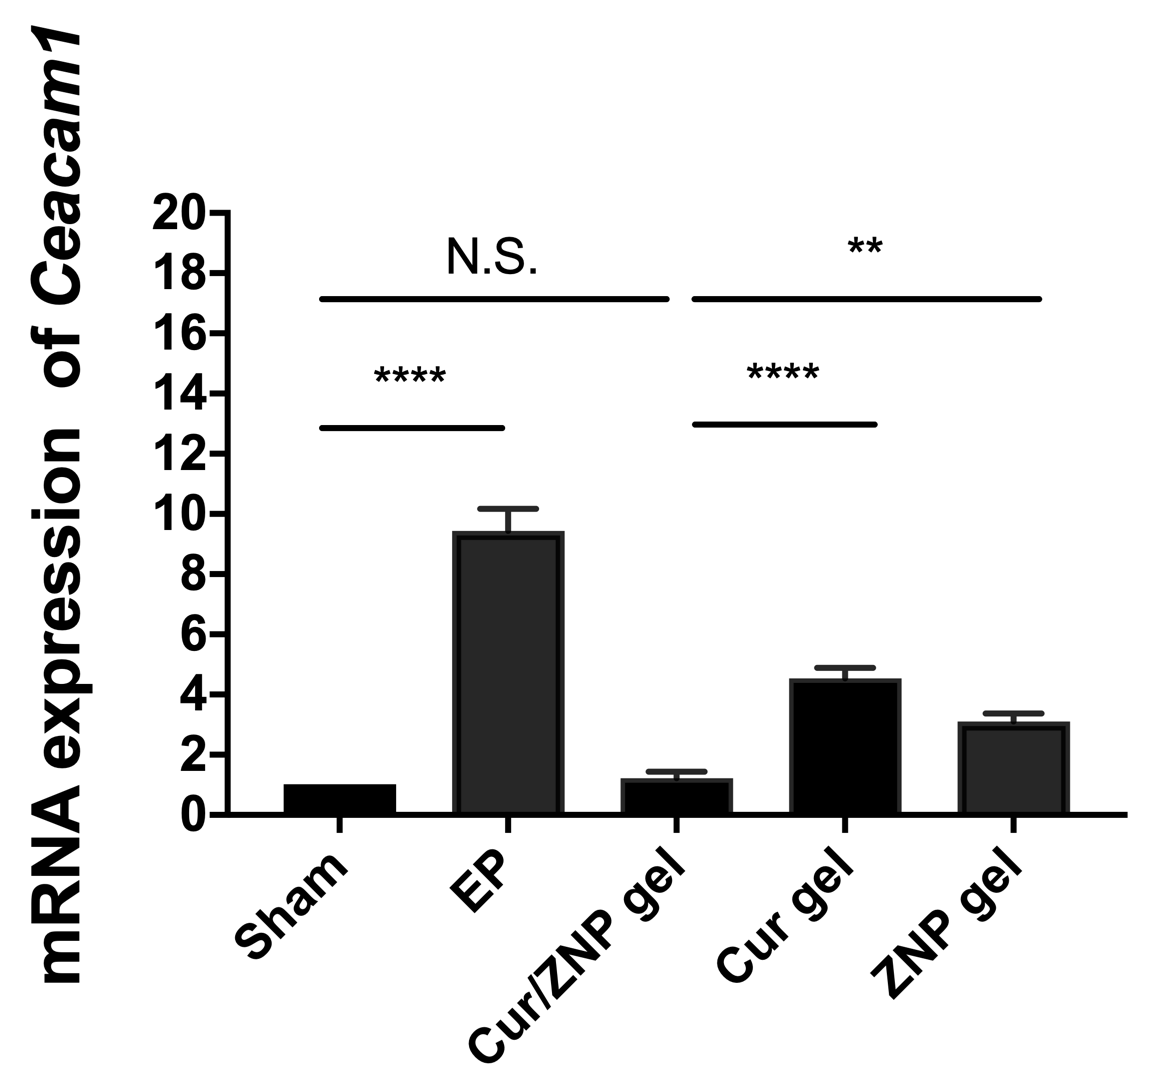

**Additional Figure. 3 Validation of *Ceacam1* expression.** The expression level of *Ceacam1* in gingiva determined by quantitative reverse transcription PCR. Data are presented as mean ± SD. ^**^P＜0.01,^****^P＜0.0001.

**Additional Table. 1. Weight of rats during the experimental period**

| Study group | Baseline (g) | Four weeks (g) | Eight weeks (g) |
| --- | --- | --- | --- |
| Sham | 287.40±7.99 | 386.40±12.95 | 425.80±7.92 |
| EP | 280.80±11.61 | 379.40±38.21 | 424.60±49.90 |
| Cur gel | 273.80±16.83 | 365.60±25.22 | 416.60±24.76 |
| ZNP gel | 283.00±7.52 | 360.20±18.78 | 403.00±20.58 |
| Cur/ZNP gel | 284.00±14.00 | 369.80±14.96 | 424.60±26.50 |

There were no significant differences in weight at baseline, before drug administration (four weeks) and at sample collection (eight weeks).

**Additional Table. 2. Injectability and fluidity of hydrogel at different temperatures**

| Temperature | 4 ℃ | 20 ℃ | 37 ℃ |
| --- | --- | --- | --- |
| Fluidity | ++ | + | - |
| Injectability | +++ | ++ | + |

How the deposited data were processed for this re-analysis (not part of the article)

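Gingiva of 25 Sprague Dawley rats was measured by RNA sequencing, with 5 groups of 5 rats and 1 library per rat. Total RNA was extracted with TRIzol and made into stranded libraries after removal of ribosomal RNA. As deposited by the authors, the signal values are reads per Ensembl transcript (Rnor_6.0) divided by 1 size factor per library, made with DESeq2 according to the labels. Each column held whole multiples of 1 step within 0.01 for 100% of its values, and the steps gave back whole reads. Median-of-ratios factors computed from these reads matched the steps within 0.01% in 25 of 25 libraries. The aligner or quantifier is not stated. The table analysed held 41078 transcripts, of which 8186 were at 0 in all libraries and 396 had no symbol, besides 840 blank lines. They were summed to 30547 genes, 5674 of them with more than 1 transcript.

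Reads per library ranged from 50690789 to 81791804 with a median of 62227570. By group they ranged from 50690789 to 61490425 in sham, 61292453 to 70801162 in EP, 61098643 to 68583320 in Cur gel, 59749001 to 81791804 in ZNP gel and 58815120 to 62712128 in Cur/ZNP gel. Size factors ranged from 0.492 in Sham 4 to 1.31 in Cur gel 1. The 10 highest genes took 51.0% of the reads in Sham 4, 40.7% in EP 3 and 47.7% in EP 4, and 10.6% in the library with the lowest share. Protein-coding genes held 98.7% to 99.3% of the reads and mitochondrial genes 4.55% to 16.3%. Between libraries of 1 group the correlation of log2 values ranged from 0.722 to 0.963, and no 2 libraries were copies of each other.

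Genes with a CPM of at least 2 in at least 1 library were kept, as in the methods of the paper but per gene, which left 16092. Values were analysed as log2(normalized count + 1) with limma 3.58.1 (R 4.3.3), with a robust variance trend, in 1 model of all 25 libraries without a block for the rat number. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05, and all tests were two-sided. The intended test was edgeR on counts; since the values carry size factors they were analysed with limma, and edgeR 4.0.16 with TMM factors and DESeq2 1.42.0 on the whole reads given back are alternatives. Gene lists were tested with camera at a preset correlation of 0.01 over the 28 lists with at least 5 tested genes, and with a correlation estimated per list as an alternative. The 29 lists held 575 entries, of which 36 had no match, and 504 entries were tested in the 28 lists. The list of junctional epithelium and enamel genes had 4 tested genes, of which 0 passed limma between EP and sham (2 at an unadjusted p under 0.05; DESeq2 called 1 and edgeR 2), and was not tested as a list.

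Genes are named in the text by 3 rules: in the comparisons of EP with sham and of Cur/ZNP gel with each single gel, the 10 with the largest rise and the 10 with the largest fall among those past the threshold, with a mean log2 CPM of at least 1, a gene symbol, and every library of 1 group above every library of the other; up to 4 members of each list with the smallest p; and each gene the paper names. The first rule gave 0 genes in the gel comparisons, where limma called 0 genes (1780 and 818 at an unadjusted p under 0.05; edgeR 0 and 0; DESeq2 5 and 24). Nr1d1, Krt8, Krt18, the genes with the largest weights on the components, and the lists of gland epithelium, nasal gland, autonomic neuron and clock genes were chosen after the values were seen. Some called list members named for EP against sham lie outside the 3 rules, namely Itgb3, C3ar1, Col5a1, Dcn, Lox, Adamts1, Plvap and Mt2A. Their calls were not examined with single libraries left out. Of the genes the paper names, Il6 and Il4 fell below the filter, and Gapdh and Ighe were not found in the table analysed. Principal components were computed from the log2 values of all genes kept, centred and not scaled. K-means used 8 clusters and 25 starts on standardized values of the genes called in any of 10 pairwise comparisons. The axis from sham to EP is the difference of the group means over all genes kept, and each library was projected on it, sham and EP libraries on an axis made without them. Correlations were tested with 100000 permutations. Gene Ontology terms and protein interactions were not analysed here.

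The procedure was tested on simulated data with 16092 genes, 200 of them changed. At a 2-fold change limma recovered 48.0% in EP against sham, 52.0% in Cur/ZNP gel against Cur gel and 40.0% in Cur/ZNP gel against ZNP gel, and at a 4-fold change 76.0%, 76.0% and 72.0%. At a 1.5-fold change it recovered 10.0%, 12.0% and 12.0%. Of 118, 120 and 109 calls, 8, 3 and 1 were genes that had not been changed. Alternatives were edgeR with TMM or RLE factors, DESeq2, no filter, the filterByExpr filter, fits of the 2 groups alone, a block for the rat number, a fold minimum, other transforms and scalings for components and axis, and each library left out in turn. Chosen after the values were seen were edgeR with TMM as an alternative, pseudocounts of 0.5 and 8, transcripts in place of genes, the fit without Sham 4, EP 3 and EP 4, and the gland epithelium covariate.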

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

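Chosen only after the result was seen were the tests of the sources of Cartpt and Iapp, of the odorant-binding share, of the time of day and of 4 named tissues for the clock genes, and the gene lists these tests use.

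In 16 of 74 groups of 5 rats, the gap between 1 rat and the nearest other was over 0.71 of the range of the group, and chance gives this in about 1 of 20 groups where values are normally distributed. In 7 of the 16, for Iapp, Cartpt and Dspp, 1 rat alone was above 0, so that the gap is the whole range and the rate for chance does not apply. For Ceacam1 and Krt8 the rat was Sham 4, with 4677 and 30490 normalized counts, and Sham 4 also had 51.0% of its reads in 10 genes. For Bglap it was Sham 3 (10620), for Tnfrsf11b Cur/ZNP gel 5 (2344), and for Trpv3 ZNP gel 5 (304.4), which also had the highest PC1 score of its group (53.8). Cartpt stood apart in EP 5 (7.84) and Cur/ZNP gel 2 (26.0), Iapp in Sham 4 (248), Cur gel 5 (2.77) and ZNP gel 2 (6.92), and Dspp in Sham 3 (431.4) and Cur/ZNP gel 3 (3.70). For Nr1d1 it was Cur/ZNP gel 1 (10890) and for Arntl, an activator of the clock, Cur/ZNP gel 2 (468.8). Outside the genes the paper discusses, Nr1d1 fell in ZNP gel against EP (log2 fold change -1.14), and 11 of 14 clock genes differed between EP and sham.

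Ceacam1 was lower in Cur/ZNP gel than in the single gels and moved with genes of gland epithelium, though neither these differences nor the one between EP and sham passed the threshold of limma. With the basal keratinocyte mean as a covariate the log2 fold change was -1.47 (SE 0.485) against Cur gel and -1.06 (SE 0.489) against ZNP gel, which argues against a different content of stratified epithelium as the source; between EP and sham it was 0.606 (SE 0.536), which does not decide. With the gland epithelium mean as a covariate the log2 fold changes were 0.183 (SE 0.188) and 0.172 (SE 0.173) in place of -1.33 and -0.88, so that a different content of minor gland tissue in the samples may account for the lower Ceacam1. Between EP and sham the value was 0.182 (SE 0.169) in place of 1.10, and 0.182 is 1.08 times its SE above 0. Gland content may therefore account for much of that difference too. Ceacam1 moved with the gland epithelium mean at r = 0.967, so the covariate takes out most of any Ceacam1 difference that goes with it. Gland content and a change within cells cannot be told apart in any of these comparisons. Gland genes and Ceacam1 could also fall together under the combined gel, and this was not tested, since each sample is a mixture of cells; of the 9 gland genes 1, Aqp5, is also in the salivary gland list.

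Clock genes differed between EP and sham with their arms in opposite directions: of 4 genes of the Arntl arm 2 were lower, Arntl (log2 fold change -2.36, SE 0.247, adjusted p = 1.3e-05) and Npas2 (-1.55), and of 10 Per and output genes 9 were higher, such as Per1 (1.98, adjusted p = 1.4e-07), Ciart (2.16) and Per2 (1.59). With the means of gland, muscle, basal keratinocyte and autonomic neuron genes as covariates, the median log2 fold change of the 11 genes in their direction was 1.91 (median SE 0.4) in place of 1.55 (median SE 0.247), which argues against these tissues as the source. The number called fell to 4, and since 4 genes were called in all with so many covariates, tissue content in general stays open. Opposite arms in 11 genes could come from a different time of day at collection, which cannot be told apart from the groups, since collection times are not given. An effect of ligature and infection on the clock is the biological explanation the design gives, and it was not tested.

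Transcripts of autonomic neurons and of nasal glands were abundant in a few libraries, and with them Cartpt and Iapp. Outside the 4 libraries with the highest autonomic neuron mean lay 1.9% of Cartpt, and outside the 3 with the highest nasal gland mean 0.989% of Iapp, so that pieces of ganglion and of nasal gland in those samples are a candidate source of both genes. Of 16 autonomic neuron genes 13 were lower in EP than in sham (median log2 fold change -5.90), and of 8 nasal gland genes 0 differed (limma, median 2.80; 0 at an unadjusted p under 0.05). The autonomic neuron list was made after the values were seen. It holds genes already named for their large fall in EP, such as Vip, Chrna3, Snap25 and Slc5a7. Its count and median therefore partly restate that choice and are no separate test. The share of odorant-binding genes in Sham 4, EP 3 and EP 4 may also be an overcount of a few transcripts: with the 10 highest genes left out, these libraries lay 0.326 to 0.601 from the rest of their group (median absolute log2 difference), and the other libraries had a median of 0.267 and a highest value of 0.505, so that the test does not decide. The design names no condition that would bring such tissue, and no biological explanation was tested.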

How the results depend on the processing

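The alternatives chosen only after the result was seen are edgeR or log2 CPM with TMM, pseudocounts of 0.5 and 8, transcripts in place of genes, the fit without Sham 4, EP 3 and EP 4, and the gland epithelium covariate. Of these, edgeR had been the intended main test for whole counts, and it became an alternative when limma was used. Where a value changed, the cause was not tested unless the setting itself shows it.

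Between EP and sham the number of genes was 3380 in a fit of the 2 groups alone and 2613 with a fold minimum, against 6057; each other setting gave a count within 1.5 times, from 4501 without the 3 libraries to 7060 with transcripts (4801 to 6783 with single libraries left out; 6833 with DESeq2), and edgeR shared 5583 genes with limma. Of the values of the named genes in this comparison over all settings, 2781 kept direction and side of the threshold, 321 kept the direction alone and none reversed. DESeq2 called 5 genes between Cur/ZNP gel and Cur gel, 24 between Cur/ZNP gel and ZNP gel, 82 between Cur gel and EP, 63 between ZNP gel and EP and 205 between Cur/ZNP gel and EP. Between ZNP gel and EP the count of 1 was 0 with edgeR (RLE or TMM), filterByExpr, the 2 groups alone, a replicate block and without the 3 libraries, 2 with transcripts and 3 without a filter; leaving out single libraries gave 0 to 1 there and between Cur/ZNP gel and ZNP gel (1 without ZNP gel 3). Ceacam1 in EP against sham ranged from 0.76 to 1.53 with single libraries left out, and with the gland epithelium covariate its log2 fold change was 0.183 against Cur gel and 0.172 against ZNP gel.

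The number of shifted lists was 0 with an estimated correlation in 5 comparisons and 1 between Cur gel and EP. Without a filter it was 7 between EP and sham. Without the 3 libraries it was 12 between ZNP gel and EP. With the gland epithelium covariate it was 8 between EP and sham, 17 between Cur/ZNP gel and Cur gel, 7 between Cur/ZNP gel and ZNP gel and 12 between ZNP gel and EP. With single libraries left out it ranged from 3 to 7 between EP and sham, 3 to 11 between Cur/ZNP gel and Cur gel, 8 to 17 between Cur/ZNP gel and ZNP gel, 4 to 13 between Cur gel and EP, 3 to 12 between ZNP gel and EP and 4 to 14 between Cur/ZNP gel and EP. The K-means clusters took 3995 genes with a fold minimum, 5310 with an F test and 7730 without the 3 libraries, against 8476, and 6909 to 9165 with single libraries left out. The share of PC2 was 22.6% for the 500 most variable genes after the DESeq2 vst transform. On the axis from sham to EP, Cur/ZNP gel differed from Cur gel by 0.0133 over called genes alone and from ZNP gel by 0.0293 with unit variance, and ZNP gel from Cur gel by -0.101 with unit variance, by -0.0178 without the 3 libraries and by -0.052 to 0.0653 with single libraries left out.

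The rats of different groups share only a number. With the number as a replicate block, EP against sham gave 5974 genes and the clusters 8367; 17 of 50 pairs of the same number had r over 0.1, with a mean r of 0.0333 (-0.008 for different numbers), and 7 of 25 libraries were closest to a library with their own number, so the numbers were not taken as pairs. The block ended the call of the complement list between EP and sham (camera, adjusted p = 0.0524) and between ZNP gel and EP (adjusted p = 0.0501), and in Cur/ZNP gel against EP those of the adipocyte (0.0553) and aryl hydrocarbon receptor lists (0.0539). It changed the call of no other list. Depth limits the rare transcripts: Dspp in Cur/ZNP gel 3 rests on 4 reads.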

Differences from the paper's values

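Values from settings without Sham 4, EP 3 and EP 4 and with the gland epithelium covariate, and the means of gland epithelium genes, were chosen only after the result was seen.

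PC2 held 17.5% of the variance, against 11% in the paper. Of the 29 alternatives set before the data were examined, with each library left out in turn, 26 also differed from the paper's value by more than 1.5 times. The other 3 lay above it by less than 1.5 times: each gene scaled to unit variance (16.2%), without Sham 3 (15.4%) and without EP 3 (15.8%).

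The paper states that PC1 parts sham, EP and treated groups and that PC2 further parts the EP group. On PC1 the ZNP gel and Cur/ZNP gel groups passed against sham (exact permutation test, adjusted p = 0.0397), EP did not (adjusted p = 0.159), and EP passed against no gel group on either component (adjusted p from 0.0794 to 0.600). The paper states that Ceacam1 was upregulated in EP and inhibited by Cur/ZNP gel. The directions were the same here, with folds of 2.14, 2.52 and 1.83, but limma gave adjusted p = 0.0977, 0.325 and 0.902, and edgeR and DESeq2 called none of these differences. The fit without Sham 4 calls the difference between EP and sham (log2 fold change 1.53, adjusted p = 0.0169; adjusted p up to 0.276 with other single libraries left out). The paper also measured Ceacam1 in gingiva by quantitative RT-PCR and marks significant differences there. That separate measurement was not re-analysed here.

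The paper states that the genes of Fig. 3A linked to control of bone resorption were higher in Cur/ZNP gel than in either single gel. Of Iapp, Cartpt, Dspp and Trpv3, Trpv3 was higher in both comparisons (log2 fold change 0.76 and 0.68), Cartpt and Dspp were read in 1 Cur/ZNP gel rat each and in no rat of the single gels, and Iapp was read in no Cur/ZNP gel rat; none passed by limma (adjusted p for Trpv3 0.494 and 0.901) or edgeR, nor by DESeq2, which gave no p for Dspp. The osteoclast list, fixed without regard to Fig. 3A, was not shifted against Cur gel (camera, adjusted p = 0.0717), with a range of 0.000277 to 0.645 over 17 settings, and 7 of these call it, upward: no filter, without Cur gel 1, without Cur gel 3, without Cur/ZNP gel 4, without Cur/ZNP gel 5, and, chosen after seeing the values, without the 3 libraries and with the gland epithelium covariate. Against ZNP gel it was called with the gland epithelium covariate alone (adjusted p = 0.0493; 0.686 at the highest). The number and activity of osteoclasts were not measured here. The paper states that genes differing between sham and EP were enriched in the immune effector process. The hand-written list of immune effector signaling had 4 of 28 genes called and was not shifted in any of 17 settings (camera, adjusted p from 0.267 to 0.996). The complement list was shifted (adjusted p = 0.036; adjusted p = 0.945 with an estimated correlation), a call that 6 of 17 settings end (adjusted p from 0.00263 to 0.945). Camera asks whether a whole list moves up or down. It does not test enrichment among genes that differ in either direction, and the terms of the paper were not tested here.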

Other observations

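Chosen only after the result was seen were the values of Nr1d1 in the gel groups and the settings that leave out Sham 4, EP 3 and EP 4 or add the gland epithelium covariate.

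Between EP and sham gingiva, several groups of genes not described so far differed. Of 13 basal keratinocyte genes 5 were lower and 0 higher (6 lower adjusted over the list alone), such as Lamb3, of laminin 332 (log2 fold change -1.50, SE 0.353, adjusted p = 0.0026), and of 27 genes of differentiated keratinocytes 4 were higher (2 adjusted over the list alone), such as Hrnr, of the cornified layer (4.20, SE 1.11, adjusted p = 0.00571). Of 23 collagen and fibroblast genes Fn1, fibronectin (0.94, SE 0.272, adjusted p = 0.00988), Fbln2, Loxl2, Col5a1 and Dcn were higher and Thy1, a marker of fibroblasts (-1.23, SE 0.319, adjusted p = 0.00501), and Lox, which crosslinks collagen, lower. Of 19 matrix degradation genes Timp2 and Timp3, inhibitors of metalloproteinases (0.97, adjusted p = 0.00159 and 1.18, adjusted p = 0.00249), and Adamts1 and Adamts5 were higher and Plat lower. Of 16 endothelial genes Lyve1 and Prox1, of lymphatic vessels (1.55, adjusted p = 0.00117 and 1.99, adjusted p = 0.00398), Vwf and Robo4 were higher and Plvap lower. Of 14 Schwann cell genes 3 were lower, among them Mag, a glycoprotein of myelin (-1.90, adjusted p = 0.0329), and Cdh19 (0 adjusted over the list alone), of 9 adipocyte genes Cidea was higher (1.13, adjusted p = 0.00975), and of 8 salivary gland genes 0 passed limma (1 at an unadjusted p under 0.05; DESeq2 and edgeR called 1 each; median 1.82). Of 21 antioxidant genes 5 were higher and 6 lower, such as Gsta1, a glutathione transferase (1.23, adjusted p = 0.00101), and Prdx1, a peroxiredoxin (-0.84, adjusted p = 0.000917); of 15 zinc genes 2 were higher, Slc30a1, the zinc exporter of the plasma membrane (0.92, adjusted p = 0.00838), and Slc30a7, and 3 lower, the metallothioneins Mt1m (-1.83, adjusted p = 0.00402) and Mt2A, and Slc39a6. Of 10 genes of the aryl hydrocarbon receptor Tiparp was higher (0.84) and Ahr lower (-0.64), and of 15 immediate early and heat shock genes Dusp1 was higher (0.80) and Ier2 (-0.59) and Ier3 (-0.68) lower. The calls of Fbln2, Loxl2, Robo4, Mag, Cdh19 and Ier3 ended when single libraries were left out (largest adjusted p = 0.0583, 0.0788, 0.0628, 0.0822, 0.132 and 0.123). For Col5a1, Dcn, Lox, Adamts1, Plvap and Mt2A such fits were not examined. None of these lists was shifted as a whole (camera, adjusted p from 0.077 to 0.979). The zinc list had a median of 0.12 and the antioxidant list one of 0.02, and the immediate early list a mean of 0.01, while the direction of camera was down for each.

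Between gels and EP, the list of collagen and fibroblast genes was shifted under the combined gel, while no single list member passed limma over all genes in any of the 5 gel comparisons (edgeR called 0 genes in each; DESeq2 called 5 list members between Cur gel and EP, 2 between ZNP gel and EP, 7 between Cur/ZNP gel and EP and 0 in the other 2). The collagen and fibroblast list was shifted upward in Cur/ZNP gel against Cur gel (median log2 fold change 0.54, camera, adjusted p = 2.61e-09; adjusted p = 0.582 with an estimated correlation), against ZNP gel (0.55, adjusted p = 8.52e-12; adjusted p = 0.66 with an estimated correlation) and against EP (0.45, adjusted p = 1.84e-06; adjusted p = 0.86 with an estimated correlation). Other tissue genes moved in the same comparisons: the gland epithelium genes had medians of -3.03 against Cur gel and -2.25 against ZNP gel, the salivary gland list -1.76 (camera, adjusted p = 0.0645, under 0.05 in 8 of 17 settings) and -2.31 (adjusted p = 0.00608; adjusted p = 0.66 with an estimated correlation), and the skeletal muscle list 1.93 against Cur gel (adjusted p = 0.00013; adjusted p = 0.673 with an estimated correlation). Against EP the medians were -2.78 for the gland epithelium genes and -2.83 for the salivary gland list (adjusted p = 0.0199; adjusted p = 0.86 with an estimated correlation). The Schwann cell list rose against Cur gel, ZNP gel and EP (camera, adjusted p = 0.0174, 3e-06 and 0.00531). Its mean was 2.912 in Cur/ZNP gel 2, beside -0.7988 to 0.8328 in the other Cur/ZNP gel rats. Endothelial and adipocyte lists rose against ZNP gel (adjusted p = 0.000193 and 0.0203) and EP (0.00836 and 0.0491). With an estimated correlation none of these rises was called (adjusted p from 0.66 to 0.896). The lower salivary gland values rest on Cur/ZNP gel 1 and Cur/ZNP gel 5, with list means of -3.883 and -4.491 beside -0.8145 to 0.8327 in the other Cur/ZNP gel rats. The lower gland epithelium values rest on Cur/ZNP gel 1, Cur/ZNP gel 4 and Cur/ZNP gel 5 (means of -3.72, -2.42 and -4.37). Cur/ZNP gel 2 and Cur/ZNP gel 3 had 0.398 and 0.782. The shift of the skeletal muscle list rests on Cur gel 1 and Cur gel 4, with list means of -3.351 and -5.639 beside 1.231 to 2.123 in the other Cur gel rats, and it was not called without Cur gel replicate 4 (0.0961) or with the gland epithelium score as covariate (0.342). With the gland epithelium score as covariate the collagen list stayed shifted (adjusted p = 0.000196, 1.59e-05 and 0.0192), and other differences in the tissue content of the samples were not tested as its source. Dcn, the proteoglycan decorin, had log2 fold changes of 0.67, 0.68 and 1.08 (adjusted p = 0.294, 0.899 and 0.293). Endothelial genes were shifted upward against Cur gel (adjusted p = 4.27e-06; adjusted p = 0.582 with an estimated correlation), with Egfl7, a secreted factor of vessels, at 0.70 (adjusted p = 0.294; 0.0174 over the list alone). Against ZNP gel, genes of B cells and plasma cells were shifted downward (median -1.52, adjusted p = 3e-06; adjusted p = 0.66 with an estimated correlation), with Jchain, which joins antibody subunits, at -2.63 (SE 1.26, adjusted p = 0.899), as were proliferation genes (median -0.35, adjusted p = 3e-06; adjusted p = 0.66 with an estimated correlation). The lower values of B cells and plasma cells rest on the same 2 rats, Cur/ZNP gel 1 and Cur/ZNP gel 5 (list means of -3.267 and -2.985 beside -1.094 to 1.558). Other immune lists fell against ZNP gel too: T cells and natural killer cells, and cytokines and chemokines (camera, adjusted p = 0.000952 for each). So did immune effector signaling (0.00581), antigen presentation (0.0203) and leukocyte migration (0.0211). With an estimated correlation none of these was called (adjusted p from 0.66 to 0.712). Against Cur gel, 3 zinc genes were lower over the list alone, Mt1, a metallothionein (-1.19), and the zinc importers Slc39a8 (-2.09) and Slc39a4 (-3.30), and 1 higher, Mt3 (1.64; adjusted p over the list alone from 0.0465 to 0.0482), but that list was not shifted (adjusted p = 0.152). In Cur gel against EP, immediate early and heat shock genes were shifted upward (adjusted p = 5.43e-11; adjusted p = 0.0163 with an estimated correlation), with Fosb at 2.13 (SE 0.51), Fos at 1.44 and Dusp1 at 0.71 (adjusted p = 0.00344 over the list alone; adjusted p = 1 over all genes). The immediate early and heat shock genes had been listed as genes of handling stress. A difference in the handling of the samples was not tested as the source of their shift. Of the 10 lists shifted between Cur gel and EP, 2 went up and 8 down. The skeletal muscle list fell (median -1.77, camera, adjusted p = 4.57e-08), with its low values in Cur gel 1 and Cur gel 4. Osteoclast (0.0303), osteoblast (0.00862), neutrophil (0.014) and proliferation lists (0.00608) fell too. So did leukocyte migration (0.00616), immune effector signaling (0.0309) and endothelial lists (0.022). With an estimated correlation the adjusted p was 0.841 for all 8. The osteoclast list was not shifted against EP in ZNP gel (camera, adjusted p = 0.483) or Cur/ZNP gel (0.748). DESeq2 called 1 osteoclast gene lower than in EP in each of the gel groups. In ZNP gel against EP, interferon-stimulated genes (median 0.48, adjusted p = 5.16e-05) and macrophage genes (0.40, adjusted p = 0.000662) were shifted upward (adjusted p = 0.999 for both with an estimated correlation), though not without ZNP gel 1 (0.802 and 0.176) or, for macrophages, without EP 1 (0.112). Nr1d1 had 9541 ± 2641 normalized counts in sham, 10320 ± 1602 in EP, 6421 ± 962 in Cur gel, 4780 ± 1223 in ZNP gel and 8854 ± 1164 in Cur/ZNP gel, and all 5 rats of each single gel lay below all EP and all Cur/ZNP gel rats (exact permutation test, p = 0.00794 for each pair of groups).

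In all, 4 lists were shifted between EP and sham, 6 between Cur/ZNP gel and Cur gel, 14 between Cur/ZNP gel and ZNP gel, 10 between Cur gel and EP, 7 between ZNP gel and EP and 11 between Cur/ZNP gel and EP. Of 100 splits of the same libraries, the real one included, 93, 85, 42, 57, 82 and 44 shifted as many lists (highest of the others 18, 19, 21, 19, 21 and 18), so that chance cannot be excluded for any of these numbers. For the number of genes, 1 of 100 splits of the EP and sham libraries was as large as the real one (6057; highest of the others 4477), and chance can be excluded. The same holds for the 8476 genes called in any pairwise comparison (1 of 100; highest of the others 740). Between ZNP gel and EP 1 of 100 splits called as many genes as the real one (1; highest of the others 0), but the count rests on Nr1d1 alone, whose call ended in 8 of 10 fits that left out 1 library and with edgeR, filterByExpr, the 2 groups alone and a replicate block, so that the splits do not support this gene. In the comparisons with 0 genes, all 100 splits gave as many or more, with highest values of 1351 in Cur/ZNP gel against Cur gel, 284 in Cur/ZNP gel against ZNP gel, 1 in Cur gel against EP and 131 in Cur/ZNP gel against EP. Every split reaches a real count of 0, and only the highest split of each comparison is given. The splits therefore do not decide whether the samples hold a structure other than their groups.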
